# Distinct Translational Control in CD4^+^ T Cell Subsets

**DOI:** 10.1371/journal.pgen.1003494

**Published:** 2013-05-02

**Authors:** Eva Bjur, Ola Larsson, Ekaterina Yurchenko, Lei Zheng, Valentina Gandin, Ivan Topisirovic, Shui Li, Carston R. Wagner, Nahum Sonenberg, Ciriaco A. Piccirillo

## Abstract

Regulatory T cells expressing the transcription factor Foxp3 play indispensable roles for the induction and maintenance of immunological self-tolerance and immune homeostasis. Genome-wide mRNA expression studies have defined canonical signatures of T cell subsets. Changes in steady-state mRNA levels, however, often do not reflect those of corresponding proteins due to post-transcriptional mechanisms including mRNA translation. Here, we unveil a unique translational signature, contrasting CD4^+^Foxp3^+^ regulatory T (T_Foxp3+_) and CD4^+^Foxp3^−^ non-regulatory T (T_Foxp3−_) cells, which imprints subset-specific protein expression. We further show that translation of eukaryotic translation initiation factor 4E (eIF4E) is induced during T cell activation and, in turn, regulates translation of cell cycle related mRNAs and proliferation in both T_Foxp3−_ and T_Foxp3+_ cells. Unexpectedly, eIF4E also affects Foxp3 expression and thereby lineage identity. Thus, mRNA–specific translational control directs both common and distinct cellular processes in CD4^+^ T cell subsets.

## Author Summary

Regulatory T cells expressing the nuclear protein Foxp3 are essential for the control of immune responses towards self and foreign antigens. Genome-wide gene expression studies have defined canonical signatures of T cell subsets. However, changes in mRNA levels often do not reflect those of corresponding proteins due to post-transcriptional mechanisms including mRNA translation. In Bjur *et al*., we discovered a unique translational signature, which distinguishes immunosuppressive Foxp3^+^ regulatory T from inflammatory Foxp3^−^ T cells and establishes proteomes and functions in T cell subsets. We also show that cell activation or growth factors increase the translation of eukaryotic translation initiation factor 4E (eIF4E), which induces proliferation in both T cell subsets. Unexpectedly, eIF4E also affects Foxp3 expression and can drive lineage identity. Thus, distinct translational control directs both common and distinct cellular processes in CD4^+^ T cell subsets.

## Introduction

Regulation of gene expression is a multi-step process involving transcriptional, post-transcriptional and post-translational mechanisms. Recent studies have revealed that only 30–40% of steady state protein levels correspond to steady-state mRNA levels and identified mRNA translation as the principal post-transcriptional mechanism [1], [2]. Furthermore, several studies have documented that changes in steady-state mRNA expression-profiles frequently do not correspond to changes in the proteome [3]–[6]. Thus, studies of the translatome (i.e. those mRNAs that are being translated) can potentially help to explain biological processes beyond standard profiling of mRNA levels.

CD4^+^ T helper (Th)-cell lineage differentiation is defined by expression of specific transcription factors required for subset identity [7]. Foxp3 is a master-switch transcription factor impacting lineage commitment by driving the intra-thymic differentiation of natural CD4^+^Foxp3^+^ regulatory T (T_Foxp3+_) cells, a critical mediator of immune self-tolerance and prevention of excessive inflammatory responses [8], [9]. In the absence of Foxp3, CD4^+^ T cells can differentiate into a spectrum of inflammatory effector subsets. Furthermore, Foxp3 expression can be up-regulated in CD4^+^ T cells to generate induced T_Foxp3+_ (iT_Foxp3+_) cells [10] *in vitro* and *in vivo*. Genome-wide expression profiles using steady-state mRNA samples have defined canonical “T_Foxp3+_ gene expression signatures” that distinguish primary resting or activated T_Foxp3+_ from CD4^+^Foxp3^−^ non-regulatory T (T_Foxp3−_) cells [11]–[15]. In contrast, studies of mRNA translation in T cells are limited but suggest that T cells augment mRNA-translation and induce translation of specific mRNAs upon activation [16]–[18]. However, such studies compared non-activated to activated total CD4^+^ T cells, used non genome-wide approaches and/or immortalized cell lines and are thus limited in scope. Hence, the contribution of mRNA translation to establishment of the proteome in different T cell subsets is still largely unknown. We therefore asked whether translational control contributes to establishment of the proteomes in T_Foxp3+_ and/or T_Foxp3−_ cells.

Here, we report the first genome-wide study on translational control in primary CD4^+^ T_Foxp3+_ and T_Foxp3−_ cell subsets directly *ex vivo* and post-activation *in vitro*. We reveal substantial mRNA specific quantitative and qualitative differences in the translatome between primary CD4^+^ T cell subsets. Remarkably, these translationally regulated genes were not previously identified in genome-wide studies of steady-state mRNA and therefore provide hereto unknown information on gene expression programs in T cell subsets. We further identified distinct translational control of the eIF4E-mRNA as a mechanism regulating proliferation in both T_Foxp3+_ and T_Foxp3−_ cells. Surprisingly, modulation of eIF4E activity also affects T cell lineage identity. Thus, CD4^+^ T cell subsets exhibit common and specific translational programs that orchestrate expression of genes that direct fundamental cellular processes.

## Results

### Genome-wide analysis of CD4^+^ T cell subset translation

Translation is mainly regulated at the initiation step, during which ribosomes are recruited to the mRNA [19]. Efficiently translated mRNAs are therefore associated with a larger number of ribosomes than poorly translated mRNAs. Consequently, an approach to enrich for mRNAs being translated is based on poly(ribo)some preparations where mRNAs from cytoplasmic extracts are sedimented according to the number of ribosomes they bind (Figure 1a).

**Figure 1:**
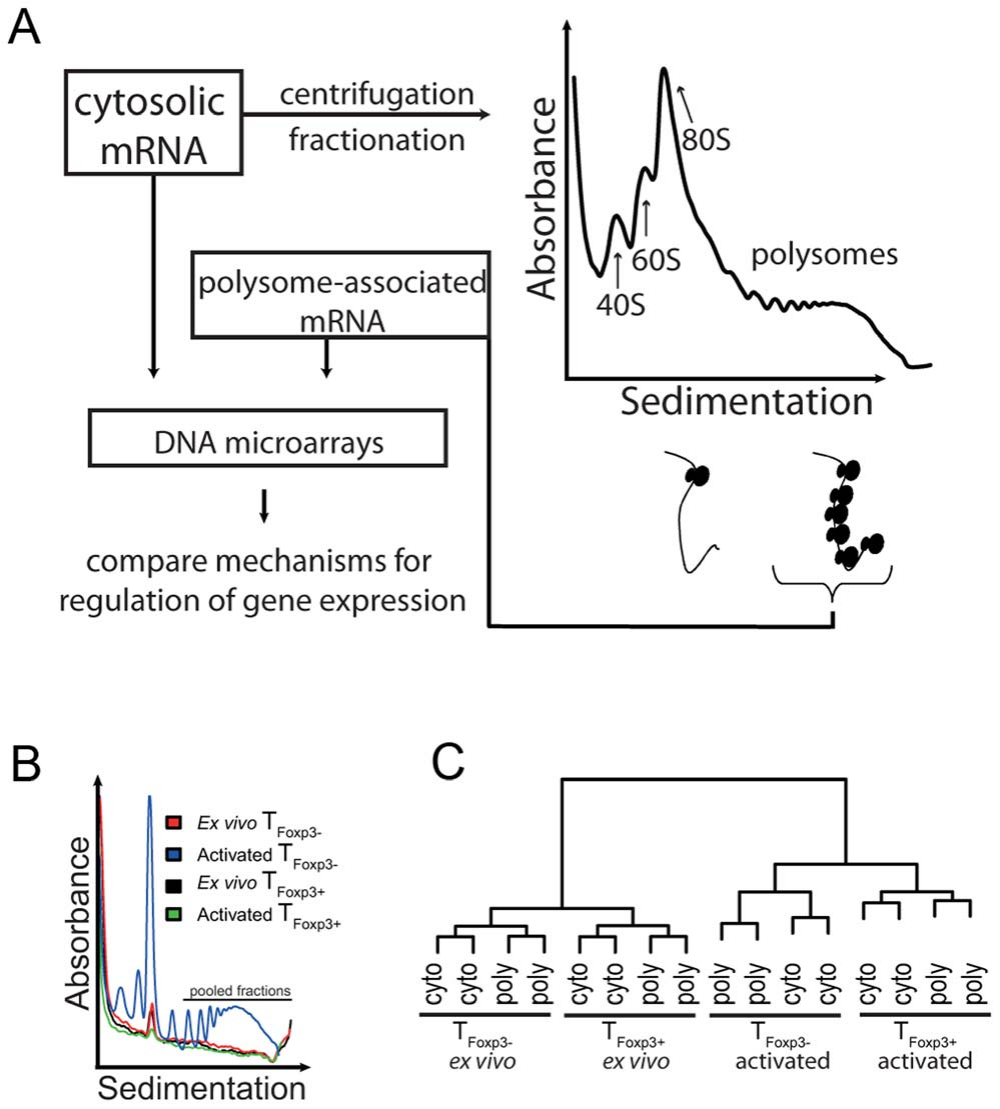
Genome-wide analysis of translationally regulated mRNAs in primary CD4^+^ T cell subsets. (a) Cytosolic mRNA was extracted and probed directly with DNA microarrays or processed using the polysome preparation technique where mRNAs are sedimented on a sucrose gradient and separated based on the number of ribosomes they associate with. Fractions containing mRNAs that engage ≥3 ribosomes were pooled and probed with microarrays to quantify mRNA levels. (b) Polysome UV-tracings from *ex vivo* and *in vitro* activated T_Foxp3+_ and T_Foxp3−_ cells. Shown is the UV absorbance (254 nm) as a function of sedimentation. The large peak corresponds to the 80S ribosome peak and was used to align the polysome profiles so that fractions containing ≥3 ribosomes could be pooled from each sample. The part of the polysome profile that was pooled and used as the polysome-associated mRNA sample is indicated. (c) Assessment of data set quality. Shown is a dendrogram from a hierarchical clustering of all included samples (using Pearson correlations). Samples that are more similar cluster together. Cyto – cytosolic mRNA; poly – polysome-associated mRNA.

To determine whether CD4^+^ T cell subsets regulate gene expression at the level of mRNA translation, we prepared cytosolic and polysome-associated (with ≥3 ribosomes) mRNA from either primary T_Foxp3+_ or T_Foxp3−_ CD4^+^ cells (i.e. CD4^+^ and GFP^+^ or GFP^−^ cells from Foxp3-GFP reporter knock-in mice) directly *ex vivo* or 36 h post *in vitro* activation. 

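The cells came from lymph nodes and spleens of the reporter mice and were sorted on GFP to over 97% purity by the authors' statement. Activated cells had spent 36 h on plate-bound antibodies to CD3 and CD28 (5 µg/ml) with 100 U/ml human IL-2. Cycloheximide (100 µg/ml), which holds ribosomes on the mRNA, was present in the buffers for ex vivo cells and added at the end of culture for activated cells. Each subset, T_Foxp3+_ and T_Foxp3−_, was measured in each state as cytosolic mRNA and as polysome-associated mRNA carrying at least 3 ribosomes, which gave 8 groups. Every group held 2 arrays, named biological duplicates in the paper, and RNA of ex vivo cells was pooled from 2 experiments for each sample. The arrays were labelled in 3 series: 1 for all ex vivo cells, 1 for activated T_Foxp3−_ cells and 1 for activated T_Foxp3+_ cells. Arrays are numbered here from 1 to 16: 1 to 8 are of ex vivo cells, 9 to 12 of activated T_Foxp3−_ cells and 13 to 16 of activated T_Foxp3+_ cells. In the activated state, array series and subset could therefore not be told apart. The authors amplified the RNA with a whole-transcriptome kit and summarised the arrays with RMA on probe sets redefined for Entrez genes. Their log2 intensities were used as deposited, and whether the states were normalized together is not given in the sources used here. After 64 control probe sets were left out, 16475 genes remained, of which 15780 had a symbol. Values ran from 1.75 to 14.56 and the array medians from 4.845 to 5.065 on the log2 scale. Differences between groups were tested with limma over all 16 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Differential translation was the polysome-associated minus cytosolic difference in T_Foxp3+_ cells minus that in T_Foxp3−_ cells. Since the normalized arrays had like medians, translation here is relative to other genes. A change in the total mRNA in polysomes would not show. For the comparisons of the subsets, genes were counted at the false discovery rates that the paper states for translation, 0.15 in activated cells and 0.3 ex vivo. Polysome-associated and cytosolic mRNA were counted at 0.15 in both states and all other comparisons at 0.05. With 2 arrays per group the number of arrays limits the precision of every value.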

Isolation of polysome-associated mRNA in sufficient quantities was technically challenging because T_Foxp3+_ cells represent a scarce population (5–10% of total CD4^+^ T cells), and T_Foxp3+_ and T_Foxp3−_ cells are relatively inactive transcriptionally and translationally *ex vivo*. Consequently, the UV-absorption profiles of polysomes from T_Foxp3+_ cells and *ex vivo* T_Foxp3−_ cells were below the detection limit except for the 80S ribosome peak (Figure 1b). The 80S peak was therefore used to align all polysome RNA preparations to assure that fractions with mRNAs carrying the same number of ribosomes (≥3) were pooled for each sample. Affymetrix GeneChips were then used to quantify genome-wide cytoplasmic and polysome-associated mRNA levels. We assessed the reproducibility of the procedure by comparing gene expression data across all genes and samples using Pearson correlations (Figure 1c). The replicates clustered according to activation state followed by cell type and RNA origin indicating that, despite low mRNA amounts, high quality, reproducible data were obtained.

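Replicate arrays joined each other first in all 8 groups when the 16 arrays were clustered over all genes by Pearson correlation with average linkage. Cytosolic and polysome-associated arrays of 1 subset in 1 state then formed 4 clusters, and these joined into an ex vivo and an activated branch. For each of the 16 arrays the most similar array was its own replicate. Replicates were most alike in ex vivo T_Foxp3−_ cells, with r = 0.992 in cytosolic and 0.989 in polysome-associated mRNA across genes. In ex vivo T_Foxp3+_ cells r was 0.986 and 0.980, and in activated T_Foxp3−_ cells 0.941 and 0.945. Replicates were least alike in activated T_Foxp3+_ cells, with r = 0.888 in cytosolic and 0.887 in polysome-associated mRNA. Genes over 3-fold apart between replicates numbered 18 and 44 in ex vivo T_Foxp3−_ cells and 41 and 118 in ex vivo T_Foxp3+_ cells, cytosolic first. In activated T_Foxp3−_ cells they numbered 946 and 903, and in activated T_Foxp3+_ cells 1489 and 1680. These correlations run across genes, which are not independent replicates. From the clustering, the paper concludes that the data were reproducible and of high quality despite the small amounts of mRNA.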

### Translatomes of Foxp3^−^ and Foxp3^+^ CD4^+^ T cells are distinct

To assess whether studies of polysome-associated mRNAs provide new information regarding gene expression in CD4^+^ T cells, we compared polysome-associated to cytosolic mRNA levels in T_Foxp3−_ cells directly *ex vivo* or post activation *in vitro*. While polysome-associated mRNA levels largely resembled those of cytosolic mRNAs in the *ex vivo* condition (although many mRNAs showed moderate differences [2–3-fold]), abundant and dramatic differences (>3-fold) were observed in activated T_Foxp3−_ cells (Figure 2a). Similarly, in T_Foxp3+_ cells (Figure 2b) differences between levels of polysome-associated and cytosolic mRNAs occurred primarily in the activated condition. Thus, polysome-associated and cytosolic mRNA profiles differ indicating that steady-state mRNA signatures may not faithfully reflect corresponding protein levels for many genes.

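Polysome-associated and cytosolic mRNA differed over 3-fold for 105 genes in ex vivo T_Foxp3−_ cells, 40 of them higher and 65 lower in polysomes. In activated T_Foxp3−_ cells 837 genes differed over 3-fold, 578 higher and 259 lower. Another 419 genes ex vivo and 1613 genes after activation differed 2-fold to 3-fold. Prkacb, a catalytic subunit of protein kinase A, was at 8.06 ± 0.90 (SD, n = 2) in polysomes and 5.23 ± 0.15 in the cytosol of activated T_Foxp3−_ cells on the log2 scale. Its difference was 2.84 (standard error 0.47, adjusted p = 0.0113 from limma) after activation and 0.37 (adjusted p = 1) ex vivo. The size of the Prkacb difference after activation is uncertain, since the cytosolic level of 5.23 is near the array medians of 4.845 to 5.065. Skp2, the F-box subunit of a ubiquitin ligase that acts on cell cycle inhibitors, was 2.04 higher in polysomes after activation (standard error 0.25, adjusted p = 0.00291) and 0.16 higher ex vivo (adjusted p = 1). Mis12, a kinetochore protein, had a difference of 2.97 (adjusted p = 0.00682) after activation and 0.71 (adjusted p = 1) ex vivo. Top1, the DNA topoisomerase that relieves supercoils, had a difference of 2.18 that did not pass 0.05 (adjusted p = 0.0883). The change of the polysome-associated minus cytosolic difference with activation did not pass 0.05 for Prkacb (2.47, adjusted p = 0.186) or Skp2 (1.88, adjusted p = 0.0765). Over all genes, limma called 389 higher and 250 lower in polysomes of activated T_Foxp3−_ cells at an adjusted p under 0.05, and 5 higher and 5 lower ex vivo. Across genes the Pearson correlation of polysome-associated with cytosolic means was 0.9853 ex vivo and 0.9457 after activation. Which state had more calls depends on the setting: limma fits of only the groups compared called 0 genes after activation (2078 at an unadjusted p under 0.05) and 224 ex vivo, and array weights gave 238 and 665. After cyclic loess 487 genes were higher and 177 lower in polysomes of activated T_Foxp3−_ cells.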

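Ex vivo T_Foxp3+_ cells had 102 genes over 3-fold apart between polysome-associated and cytosolic mRNA, 41 higher and 61 lower in polysomes. Activated T_Foxp3+_ cells had 1024, of which 589 were higher and 435 lower. Differences of 2-fold to 3-fold added 425 genes ex vivo and 1615 after activation. With the same 4 arrays split otherwise into 2 against 2, up to 696 genes were over 3-fold apart after activation and 11 ex vivo. Spread between replicates therefore enters the count of 1024, and its rise with activation is not a measure of the fractions alone. Lss, the lanosterol synthase of the cholesterol pathway, was at 9.87 ± 0.43 (SD, n = 2) in polysomes and 5.70 ± 0.68 in the cytosol of activated T_Foxp3+_ cells on the log2 scale. Its polysome-associated level was 4.17 higher (standard error 0.42, adjusted p = 0.00185 from limma), against 0.01 ex vivo, and this change with activation passed the test (4.16, adjusted p = 0.0302). Sizes of this Lss difference and its change are uncertain, since the cytosolic level of 5.70 is near the array medians of 4.845 to 5.065. Rcc1l, a mitochondrial protein with RCC1 repeats, was 3.14 higher in polysomes after activation (standard error 0.30, adjusted p = 0.00181) and differed by −0.34 ex vivo, a change of 3.48 (adjusted p = 0.0226). Hdac6, a deacetylase of tubulin, was 2.63 higher in polysomes (standard error 0.34, adjusted p = 0.00341), and its change of 1.79 with activation did not pass the test (adjusted p = 0.151). Mad2l1, a spindle checkpoint protein, was lower in polysomes with a difference of −2.05 (standard error 0.51, adjusted p = 0.0475). Over all genes, 380 were higher and 388 lower in polysomes of activated T_Foxp3+_ cells at an adjusted p under 0.05, and 5 higher and 1 lower ex vivo. Pearson's r between the fractions across genes was 0.9824 ex vivo and 0.9247 after activation. Fitted on only the groups compared, limma called 0 genes after activation, with 1273 at an unadjusted p under 0.05, and 7 ex vivo, and array weights in the fit of 16 arrays gave 0 and 142, so the larger count moved to the ex vivo state. With each array centred on its median, 446 genes were higher and 299 lower in polysomes of activated T_Foxp3+_ cells. From the differences between the fractions, the paper proposes that steady-state mRNA signatures may not reflect protein levels for many genes.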

**Figure 2:**
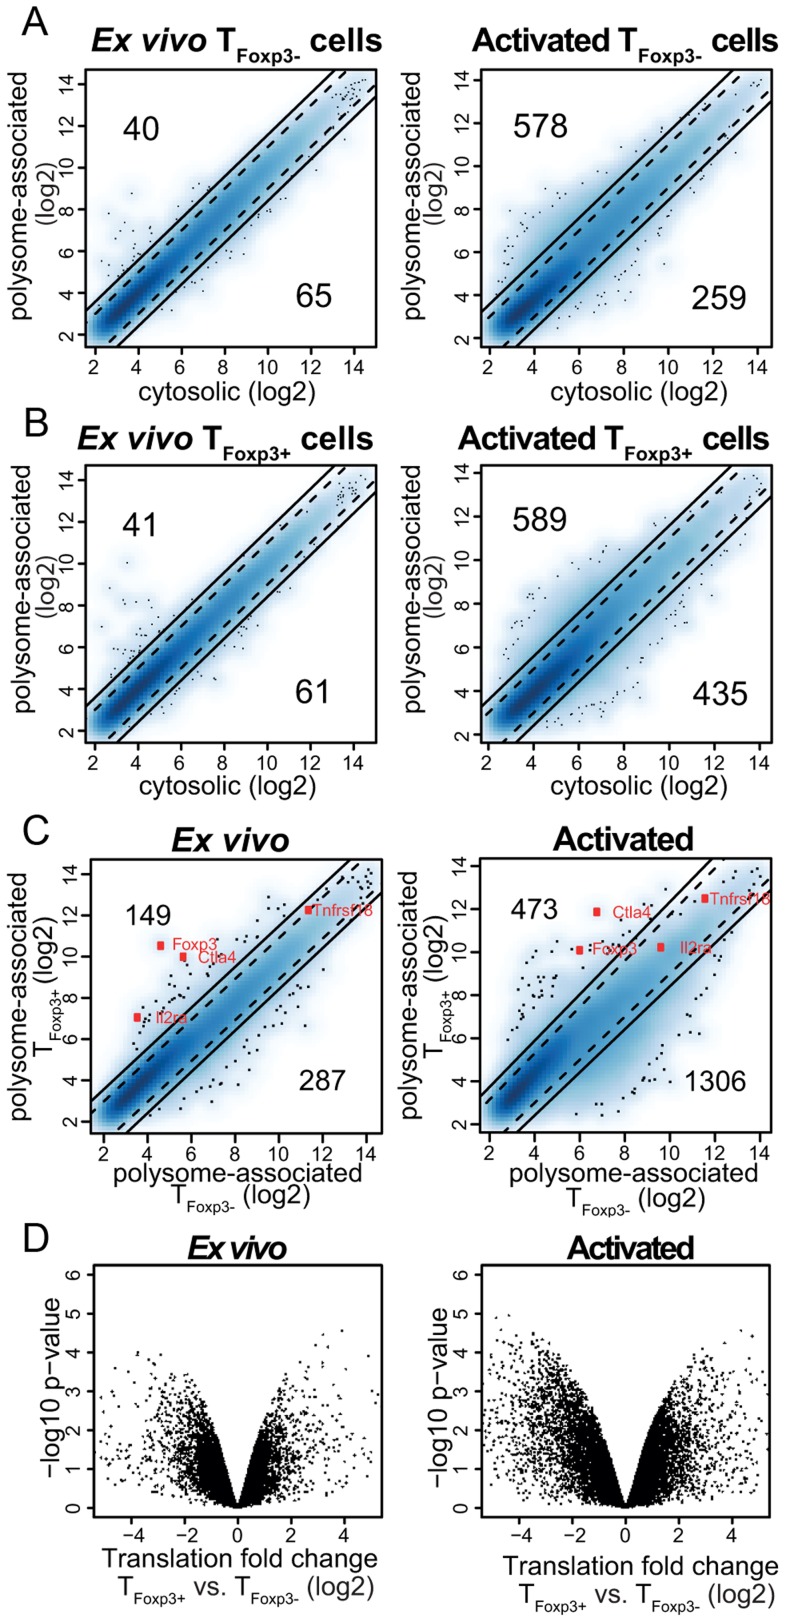
A translational signature that discriminates T_Foxp3+_ and T_Foxp3−_ cells. (a–b) Polysome-associated mRNA levels differ from cytosolic mRNA levels in primary CD4^+^ T cell subsets *ex vivo* and post-activation. Shown are density scatter plots of polysome-associated vs. cytosolic mRNA data (a blue scale from light to dark represents increasing local density of data points; outliers are indicated as dots) for T_Foxp3−_ cells (a) and T_Foxp3+_ cells (b) at the *ex vivo* and the activated condition. The solid and dotted lines indicate a >3-fold and >2-fold difference, respectively, in the density scatter plot. The number of mRNAs that show a >3-fold difference in each direction is indicated. (c) Substantial differences in levels of polysome-associated mRNA between T_Foxp3+_ and T_Foxp3−_ cells. Density scatter plots (as in a–b) compare polysome-associated mRNA data between T_Foxp3+_ and T_Foxp3−_ cells in both the *ex vivo* and *in vitro* activated conditions. A few genes known to be differentially expressed between T_Foxp3+_ and T_Foxp3−_ cells are indicated (*Foxp3, Ctla4, Il2ra* [CD25] and *Tnfrsf18* [GITR]). As expected the differential expression of *Il2ra* is lost upon activation. (d) Differential translation in T_Foxp3+_ vs. T_Foxp3−_ cells as identified with anota-RVM *ex vivo* and post *in vitro* activation. Significances (i.e. the −log10 p-value from the anota analysis used to identify differential translation) are compared to log2 translational fold changes (after correction for cytosolic mRNA levels).

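Foxp3, the transcription factor that defines the regulatory subset, was higher in polysomes of T_Foxp3+_ cells in each state. Its polysome-associated mRNA was at 10.53 ± 0.09 (SD, n = 2) in ex vivo T_Foxp3+_ cells and 4.65 ± 0.12 in ex vivo T_Foxp3−_ cells on the log2 scale, a difference of 5.88 (standard error 0.52, adjusted p = 0.000454 from limma). The lower of these levels is under the median of every array, of which the lowest is 4.845, and with no background values used the size of the difference is uncertain. After activation the levels were 10.09 ± 0.95 and 6.05 ± 1.13, a difference of 4.04 (standard error 0.52, adjusted p = 0.00101). Ctla4, an inhibitory receptor of T cells, differed by 4.31 (adjusted p = 0.00581) ex vivo and 5.05 (standard error 0.58, adjusted p = 0.000551) after activation. Il2ra, the CD25 chain of the IL-2 receptor, was 3.47 higher in polysomes of ex vivo T_Foxp3+_ cells (adjusted p = 0.000359). Its levels in ex vivo T_Foxp3−_ polysomes, 3.55 and 3.62, are also under the lowest array median, so the size of this difference is uncertain. After activation its polysome-associated mRNA was at 10.22 ± 0.29 in T_Foxp3+_ and 9.65 ± 0.14 in T_Foxp3−_ cells, a difference of 0.57 (standard error 0.29, adjusted p = 0.197). The fall of the Il2ra difference from ex vivo to activated cells passed the test (−2.89, standard error 0.41, adjusted p = 0.00759). Its size is as uncertain as that of the ex vivo difference. In cytosolic mRNA, Il2ra was 3.00 higher in activated T_Foxp3+_ cells (adjusted p = 0.000435), against 3.25 ex vivo. The size of this ex vivo difference is uncertain too, with cytosolic levels of 3.87 and 4.28 in ex vivo T_Foxp3−_ cells. Tnfrsf18, the receptor GITR, differed in polysomes by 0.85 ex vivo (adjusted p = 0.134) and 0.88 after activation (adjusted p = 0.0333). Its call was lost in 10 of 22 alternative settings ex vivo and in 2 of 22 after activation. The change between states did not pass the test for Foxp3 (−1.84, adjusted p = 0.235), Ctla4 (0.74, adjusted p = 0.732) or Tnfrsf18 (0.03, adjusted p = 0.983).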

As T_Foxp3+_ and T_Foxp3−_ cells were isolated and treated identically, we expected comparable levels of polysome-associated mRNAs after correcting for differences in cytosolic mRNA levels (i.e. that translation would be regulated uniformly across T cell subsets). To examine this we first compared data from polysome-associated mRNA between T_Foxp3+_ and T_Foxp3−_ cells (Figure 2c). This analysis showed that T_Foxp3+_ and T_Foxp3−_ cells vary substantially in terms of which mRNAs are more abundant in polysomes, particularly in activated cells. However, to identify those mRNAs that show differential translational activity, data from polysome-associated mRNAs must be corrected for cytosolic mRNA data to exclude a contribution from e.g. transcription or RNA-stability. 

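Satb1, a chromatin organizer of T cells, was at 10.01 ± 0.61 (SD, n = 2) in polysomes of activated T_Foxp3−_ cells and 3.97 ± 1.09 in activated T_Foxp3+_ cells on the log2 scale, a difference of −6.05 (standard error 0.47, adjusted p = 7.93e-05 from limma). Sgk1, a kinase induced by growth factors, was higher in activated T_Foxp3+_ cells by 5.84 (standard error 0.42, adjusted p = 5.06e-05), and the chemokine receptor Cxcr4 by 5.50 (adjusted p = 4.46e-05). Sizes of these 3 differences are uncertain, since the lower levels of Satb1 (3.97) and Sgk1 (3.92) are under the lowest array median, 4.845, and that of Cxcr4 (5.00) is near it. Itgae, the integrin CD103, was higher in T_Foxp3+_ cells in each state, by 6.05 ex vivo (adjusted p = 2.52e-05) and 4.69 after activation (adjusted p = 4.55e-05). Genes over 3-fold apart in polysome-associated mRNA numbered 1779 in activated cells, 473 higher and 1306 lower in T_Foxp3+_ cells. Ex vivo they numbered 436, of which 149 were higher and 287 lower. At an adjusted p under 0.15, limma called 3082 genes higher and 2256 lower in activated T_Foxp3+_ cells, and 267 higher and 371 lower ex vivo. The median difference over all genes was 0.20 in polysome-associated and 0.13 in cytosolic mRNA of activated cells.

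Gene lists were fixed before the data were examined and tested with camera, limma's set test, at a preset correlation between genes of 0.01. Of 24 regulatory T cell genes, some of which the paper names, 20 were higher and 0 lower in polysomes of activated T_Foxp3+_ cells (22 and 0 adjusted over the list alone, median 2.16, camera adjusted p = 5.56e-12). Examples are Ikzf4, a transcription factor (3.47), and Nt5e, the ectoenzyme CD73 (4.44). Of 57 mitosis genes, 2 were higher and 29 lower (3 and 37 adjusted over the list alone), with a median of −1.14 (adjusted p = 2.6e-11). Mki67, a proliferation marker, differed by −2.09 (adjusted p = 0.0159 from limma). Of 45 DNA replication genes, 0 were higher and 18 lower (0 and 21 adjusted over the list alone, median −0.88, adjusted p = 2.61e-08). Among 46 splicing genes 0 were higher and 23 lower (2 and 31 adjusted over the list alone), with a median of −0.80 and an adjusted p of 2.21e-10. All of these list calls held with an estimated correlation. Among markers of other cells, the stromal and endothelial list passed camera at the preset correlation (adjusted p = 0.0289). Of its 9 genes 5 were higher and 0 lower (6 and 0 adjusted over the list alone). With an estimated correlation this call was lost (adjusted p = 0.0952). The lists of B cell and myeloid markers did not pass. Among 9 B cell markers 3 were higher and 0 lower (3 and 0 adjusted over the list alone, adjusted p = 0.148), and among 15 myeloid markers 4 and 0 (4 and 0 adjusted over the list alone, adjusted p = 0.58). The medians of these B cell and myeloid markers, 0.29 and 0.31, became −0.01 after cyclic loess between arrays, while that of the stromal and endothelial markers went from 1.01 to 0.70. The interquartile range of activated T_Foxp3+_ arrays was 2.64 in cytosolic and 2.84 in polysome-associated mRNA, against 3.19 and 3.41 in activated T_Foxp3−_ arrays. The 3′ minus 5′ signal of the actin control probe sets was 4.40 and 4.31 in ex vivo T_Foxp3+_ arrays and 1.12 and 0.83 in ex vivo T_Foxp3−_ arrays, cytosolic first. Fitted on the 4 arrays compared alone, limma called 223 genes higher and 632 lower in activated cells and 3436 in all ex vivo. Array weights gave 1996 activated and 4103 ex vivo, so the order of the states by count turns over. Without array 12, a polysome array of activated T_Foxp3−_ cells, the fit of the other arrays called 3450. The ex vivo count of 638 fell to 117 without array 4, a polysome array of ex vivo T_Foxp3−_ cells, and to 197 without array 2, a polysome array of ex vivo T_Foxp3+_ cells, and was 200 to 977 without any other array. After cyclic loess 1901 genes were higher and 2230 lower in activated cells, and 312 and 301 ex vivo.

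**Figure D1:**
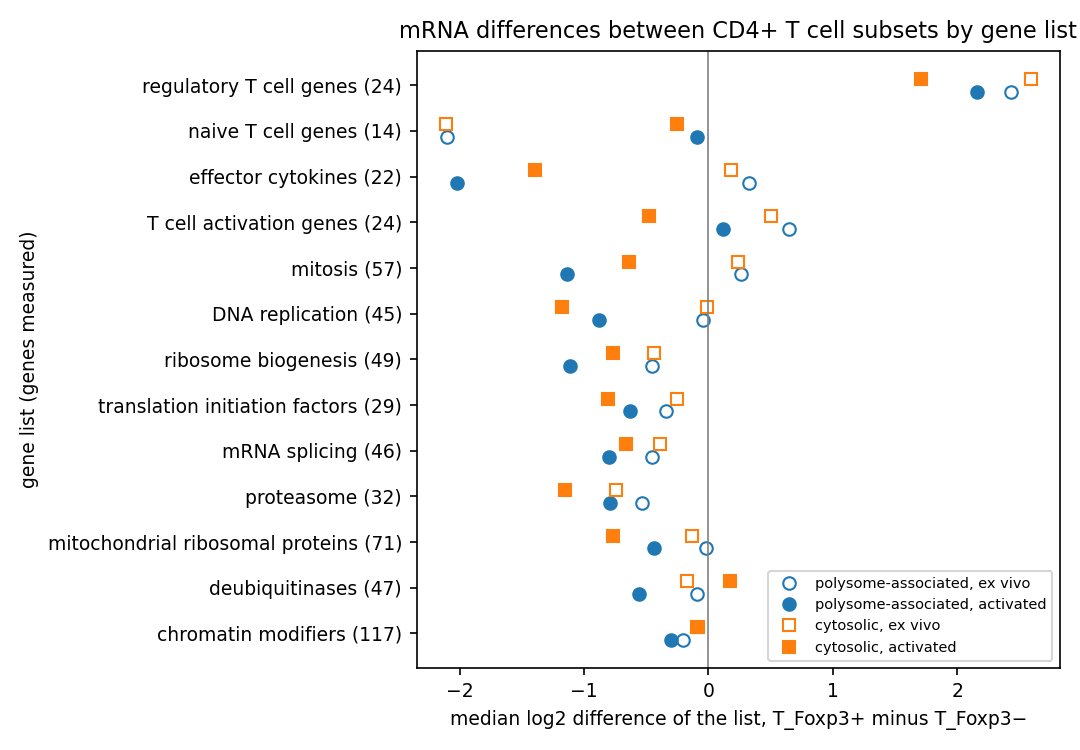
Median log2 difference between T_Foxp3+_ and T_Foxp3−_ cells of 13 gene lists, with positive values higher in T_Foxp3+_ cells. Circles are polysome-associated and squares cytosolic mRNA, open symbols ex vivo and filled symbols activated cells. Regulatory T cell genes lie above 0 in each state, and the polysome-associated mitosis list lies at −1.14 in activated cells.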

We performed such correction using anota [20], [21] and, unexpectedly, found large differences in translational activity of specific mRNAs, especially between activated T cell subsets (Figure 2d). After adjusting the p-values for multiple testing, we found that while differences in translation were modest *ex vivo* (∼20 mRNAs with a Benjamini-Hochberg false discovery rate [FDR] <30%, corresponding to a nominal p-value<0.004), there were substantial differences in translation between activated T cell subsets (∼200 and 500 mRNAs were translationally activated or suppressed, respectively, in activated T_Foxp3+_ as compared to T_Foxp3−_ cells [FDR<15%]). These data strongly suggest that translational control plays an important role in regulating gene expression programs in T_Foxp3+_ and T_Foxp3−_ cell lineages.

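Prkacb, the protein kinase A subunit, was translated less in activated T_Foxp3+_ cells, with a log2 difference of −5.19 (standard error 0.67, adjusted p = 0.00922 from limma). The size of this difference is uncertain, since cytosolic Prkacb in activated T_Foxp3−_ cells is near the array medians. Zeb1, a transcriptional repressor of T cells, differed by −5.83 (standard error 1.27, adjusted p = 0.0413), and Zc3h14, a zinc finger protein that binds poly(A) RNA, by −7.40 (adjusted p = 0.018). Lss, the lanosterol synthase, was translated 25.9-fold more in activated T_Foxp3+_ cells (log2 difference 4.70, standard error 0.60, adjusted p = 0.00873). Its cytosolic mRNA was lower there (−3.28, adjusted p = 0.00128). Sizes of both Lss differences are uncertain, since its cytosolic level in activated T_Foxp3+_ cells is near the array medians. Other genes translated more in activated T_Foxp3+_ cells were Fam3a (4.47, adjusted p = 0.00458) and Pgam5, a mitochondrial phosphatase (4.61, adjusted p = 0.0259). Il2ra was translated less in activated T_Foxp3+_ cells, with a difference of −2.43 (standard error 0.41, adjusted p = 0.018). At an adjusted p under 0.15, 631 genes were translated more and 601 less in activated T_Foxp3+_ cells, and at 0.05 the counts were 173 and 201. Ex vivo, limma called 0 genes at an adjusted p under 0.3, with 193 at an unadjusted p under 0.05. An anota-type covariance model called 64 with consecutively numbered arrays taken as pairs, and 22 to 657 over the 16 possible pairings. A limma fit of the 8 activated arrays alone called 0 genes at 0.15, with 1373 at an unadjusted p under 0.05, array weights left 126, and the covariance model, with consecutively numbered arrays taken as pairs, called 2989. In simulations with the spread of each state, 43.6% of the genes called by the fit of 16 arrays were unchanged genes when 2000 genes changed, and 79.5% when 200 changed. For the covariance model these shares were 46% and 82.1%, and with no subset effect it called a median of 340 genes. After cyclic loess 468 genes were translated more and 742 less in activated T_Foxp3+_ cells. From these differences, the paper proposes that translational control has an important role in the gene expression programs of the subsets.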

### A unique translational signature discriminates activated CD4^+^ T cell subsets

Although we identified specific mRNAs that showed both qualitative and quantitative differences in translational activity between activated T cell subsets, this signature may overlap with previously described steady-state mRNA signatures and hence not shed light into unknown aspects of T cell gene expression. This possibility arises because while we used cytosolic mRNA levels to correct levels of polysome-associated mRNAs, previous studies measured whole cell steady-state mRNA levels (which also reflect nuclear mRNA levels). We therefore compared the activated T cell translational signature to data from 5 independent studies of steady-state mRNA levels [11]–[15], and focused our analysis on comparisons between T_Foxp3+_ and T_Foxp3−_ cells isolated *ex vivo* or activated *in vitro* (Figures S1, S2). Although iT_Foxp3+_ cells only partially recapitulate the T_Foxp3+_ steady-state mRNA signature, we also determined whether this signature overlapped with the translation signature (Figure S2) [11], [15], [22]. To assess the overlap with steady-state mRNA signatures we calculated the percentage of mRNAs that were translationally regulated and exhibited differential mRNA levels in any of the studies of steady-state mRNA levels. Only 11% of the mRNAs were shared (Figure S1) and only 5% were identified in at least two steady-state mRNA signatures (7 additional comparisons confirmed this pattern, Figure S2). Although we expect that there will be differences between cytosolic (present study) and whole-cell (previous studies) steady-state mRNA signatures we wanted to validate that the observed distinct translational signature was not entirely driven by a very small overlap between these. We therefore performed the same analysis but compared our signature from cytosolic mRNA to previous datasets on steady-state mRNA. In contrast to the translational signature the signature from cytosolic mRNA showed a considerable overlap (47% or 32% were shared between the present cytosolic and at least one or two steady-state mRNA signatures, respectively) – indicating that the lack of overlap between the translational signature and previous steady-state signatures is not due to that we studied cytoplasmic mRNA. Similar comparisons to the translational signature from *ex vivo* cells were hampered by that few genes were differentially translated (Figure S3). Thus, the newly identified translational signature discriminating activated CD4^+^ T cell subsets is unique.

### A modular organization of translation in activated CD4^+^ T cell subsets

Gene expression programs are commonly viewed as being “modular” where each module consists of several co-regulated genes that control specific cellular functions and several studies indicate the existence of such modules at the post-transcriptional level [23]–[25]. We therefore determined the functional relationship between mRNAs that are translationally regulated in a T cell subset-specific manner. To assess whether there was an overlap of cellular functions targeted by differential translation or cytosolic mRNA levels, we also identified mRNAs that were differentially expressed using data obtained from cytosolic mRNA. 

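In cytosolic mRNA, Il4, a cytokine of helper T cells, was lower in activated T_Foxp3+_ cells, at 4.01 ± 0.12 (SD, n = 2) against 9.46 ± 0.33 on the log2 scale (difference −5.45, standard error 0.31, adjusted p = 1.24e-05 from limma). Its lower level is under the lowest array median, 4.845, so the size of this difference is uncertain. Gfi1, a transcriptional repressor of blood cells, differed by −5.95 (standard error 1.01, adjusted p = 0.0051). Cdkn1b, the cyclin-dependent kinase inhibitor p27, was 26.8-fold higher in activated T_Foxp3+_ cells (log2 difference 4.74, standard error 0.51, adjusted p = 0.000664). Ctla4 was 70.1-fold higher (adjusted p = 0.000359) and Nt5e was higher by 4.92 (adjusted p = 1.28e-05). At an adjusted p under 0.15, 2275 genes were higher and 2004 lower in activated T_Foxp3+_ cells, and 340 and 425 ex vivo. Of the regulatory T cell genes 18 were higher and 0 lower in activated cells (21 and 0 adjusted over the list alone, camera adjusted p = 3.7e-13). Of the B cell markers 5 were higher and 0 lower (5 and 0 adjusted over the list alone, adjusted p = 0.0979), and of the myeloid markers 4 and 1 (8 and 2 adjusted over the list alone, adjusted p = 0.162). Their cytosolic medians were 0.69 and 0.56, and 0.40 and 0.32 after cyclic loess. In fits of the 4 cytosolic arrays of each state alone, 119 genes were higher and 371 lower in activated cells, and 5185 were called in all ex vivo. Array weights gave 1368 and 5326, so ex vivo cells then had the larger count. Without array 9, a cytosolic array of activated T_Foxp3−_ cells, the fit of the other arrays called 2575. The ex vivo count of 765 fell to 110 without array 3, a cytosolic array of ex vivo T_Foxp3−_ cells, and to 131 without array 1, a cytosolic array of ex vivo T_Foxp3+_ cells, and was 189 to 1133 without any other array. With each array centred on its median, 1359 genes were higher and 2283 lower.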

As a control, we studied mRNAs that were differentially expressed using data obtained from polysome-associated mRNA (functions regulated at the translational level [significant after anota analysis] should also be regulated using data from polysome-associated mRNA). We separated the resulting mRNAs into those that were activated or suppressed in T_Foxp3+_ cells as compared to T_Foxp3−_ cells and sought for significantly enriched biological functions in each subset (Figure 3). 

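Rcc1l and Lss, both translated more in activated T_Foxp3+_ cells, were lower in their cytosolic mRNA, Rcc1l by a log2 difference of −2.83 (adjusted p = 0.000653 from limma). Prkacb, translated less, was higher in cytosolic mRNA by 2.71 (adjusted p = 0.00582). The size of this Prkacb difference is uncertain, since its cytosolic level in activated T_Foxp3−_ cells is near the array medians. Of the genes translated more, 364 (57.7%) were lower in cytosolic mRNA and 13 were higher. Of the genes translated less, 252 (41.9%) were higher in cytosolic mRNA and 36 were lower. In polysome-associated mRNA, 351 (55.6%) of the genes translated more were higher and 438 (72.9%) of those translated less were lower. The cytosolic arrays enter both the translational and the cytosolic difference, with opposite signs. In simulations with no subset effect a median of 99 genes was called in both, with medians of 284 translational and 264.5 cytosolic calls, and in these data 665 of 1232 translational calls were also called in cytosolic mRNA.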

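Among genes translated less in activated T_Foxp3+_ cells were Cdk6, a kinase of the G1 phase (−3.62, adjusted p = 0.0481 from limma), Orc4, a subunit of the origin recognition complex (−3.37, adjusted p = 0.0177), and Fbxw7, the F-box protein that targets cyclin E (−3.75, adjusted p = 0.0139). Among genes translated more were Mrpl30, a protein of the mitochondrial ribosome (3.73, adjusted p = 0.0126), and Akt1, a kinase upstream of mTOR (2.23, adjusted p = 0.0339). The lists of mitosis, anaphase-promoting complex, DNA replication and G1 and S phase regulators held 141 measured genes, 0.856% of all genes. They gave 20 of the 601 genes translated less (3.33%) and 11 of the 631 translated more (1.74%). Shares in both directions were thus above 0.856%, and enrichment was not tested. The lists were written partly from genes the paper names, so the shares may not be independent of its choice on these samples. Of 71 mitochondrial ribosomal proteins, 8 were translated more and 0 less (10 and 1 adjusted over the list alone), with a median of 0.27 that became −0.03 after cyclic loess (camera adjusted p = 0.137). Of 20 genes of the mTOR pathway, 3 were translated more and 1 less (9 and 3 adjusted over the list alone, adjusted p = 0.0602). Of 32 proteasome genes, 2 were translated more and 1 less (8 and 1 adjusted over the list alone), with a median of 0.57 (adjusted p = 0.0353, or adjusted p = 0.159 with an estimated correlation).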

Few functions were enriched among mRNAs that were translationally more active in activated T_Foxp3+_ cells, whereas translationally suppressed mRNAs were highly functionally related. When comparing to the enrichment analysis for cytosolic mRNA data, several functions were primarily regulated at the level of translation including ubiquitination, chromatin modification and cell cycle. Such functions were also identified as regulated by translation (FDR<0.05) using an alternative gene set enrichment approach (GAGE) [26]. 

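Deubiquitinases, which remove ubiquitin from proteins, were the list that passed camera toward lower translation in activated T_Foxp3+_ cells. Of 47 members 2 were translated more and 5 less (3 and 9 adjusted over the list alone), with a median of −0.77 (adjusted p = 0.0025, or adjusted p = 0.0474 with an estimated correlation). Usp19 (−2.65, limma adjusted p = 0.095) and Usp54 (−2.20, adjusted p = 0.108) were among those translated less, and Usp28 (1.82, adjusted p = 0.0774) was translated more. In cytosolic mRNA 6 deubiquitinases were higher and 4 lower (6 and 4 adjusted over the list alone, median 0.17, camera adjusted p = 0.959). Of 101 E2 enzymes, cullins and F-box proteins, 1 was translated more and 7 less (3 and 8 adjusted over the list alone, adjusted p = 0.274), such as the cullin Cul4b (−2.60, limma adjusted p = 0.0318). Their cytosolic mRNA was higher for 11 and lower for 18 (11 and 19 adjusted over the list alone, camera adjusted p = 0.0862). Of 117 chromatin modifiers, 5 were translated more and 11 less (6 and 15 adjusted over the list alone, median −0.09, adjusted p = 0.148). Kdm5a, a histone demethylase, differed by −2.35 (limma adjusted p = 0.0148) and Ring1, a subunit of a Polycomb complex, by 2.46 (adjusted p = 0.0158). In cytosolic mRNA 7 chromatin modifiers were higher and 18 lower (6 and 17 adjusted over the list alone), with a median of −0.08 that became 0.01 after cyclic loess (camera adjusted p = 0.139).

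Of 57 mitosis genes 1 was translated more and 10 less (6 and 10 adjusted over the list alone, median −0.29, adjusted p = 0.0727), and in cytosolic mRNA 0 were higher and 24 lower (3 and 29 adjusted over the list alone, median −0.64, adjusted p = 1.08e-06). Among 24 regulators of the G1 and S phases, 3 were translated more and 5 less (4 and 9 adjusted over the list alone, adjusted p = 0.148). Their cytosolic mRNA was higher for 2 and lower for 7 (2 and 8 adjusted over the list alone, adjusted p = 0.0685). DNA replication genes went both ways in translation, 6 more and 4 less (7 and 6 adjusted over the list alone), with a median of 0.30 that became −0.04 after cyclic loess (adjusted p = 0.716). Their cytosolic mRNA was higher for 1 and lower for 25 (3 and 27 adjusted over the list alone, median −1.18, adjusted p = 2.17e-10), Prim1, a primase subunit, by −3.00 among them. Anaphase-promoting complex genes were translated more for 1 and less for 1 of 16 (2 and 3 adjusted over the list alone, adjusted p = 0.723). Their cytosolic mRNA was higher for 0 and lower for 6 (0 and 8 adjusted over the list alone, median −0.77, adjusted p = 0.000703). The cytosolic calls of the mitosis, DNA replication and anaphase-promoting complex lists held with an estimated correlation. Whether a list's translational and cytosolic differences differed from each other was not tested.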

To further examine these functions, we collected all differentially translated mRNAs annotated to the identified cellular functions and compared their translational activity across all studied conditions (Figure 4a–4c). For each function there was a strong signature regarding both the number of mRNAs involved and the magnitude of differential translation between activated T_Foxp3+_ and T_Foxp3−_ cells. 

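Of the ubiquitination mRNAs of Fig. 4A all 20 were measured, 2 with higher and 18 with lower translation in activated T_Foxp3+_ cells. Skp2, the F-box subunit, differed by −2.11 (limma adjusted p = 0.0172), Ube3a, a ubiquitin ligase, by −1.98 (adjusted p = 0.0327) and the deubiquitinase Usp11 by 3.67 (adjusted p = 0.103). Of the chromatin mRNAs of Fig. 4B 24 of 25 were measured, 6 higher and 18 lower, and of the cell cycle mRNAs of Fig. 4C 44 of 47. The median difference was −1.46 for the ubiquitination, −1.48 for the chromatin and −1.93 for the cell cycle mRNAs in activated cells. Ex vivo the medians were −0.10, −0.43 and −0.19, and limma called 0 of these mRNAs at an adjusted p under 0.3. At an adjusted p under 0.15 in activated cells, 2 ubiquitination mRNAs were translated more and 6 less, against 2 and 15 adjusted over the list alone. The study chose these mRNAs on the same samples, so their direction is not independent evidence, and neither are the counts adjusted over the list alone.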

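Mis12, the kinetochore protein, was translated less in activated T_Foxp3+_ cells (−3.18, limma adjusted p = 0.0319), as were Topbp1, which acts in the response to DNA damage (−3.77, adjusted p = 0.0333), and Stag1, a subunit of cohesin (−1.81, adjusted p = 0.0191). Mad2l1, the spindle checkpoint protein, differed by −3.02 (adjusted p = 0.0592). Of the 44 measured cell cycle mRNAs of Fig. 4C, 42 had lower and 2 higher translation in activated T_Foxp3+_ cells, with differences from −4.34 to 2.43. At an adjusted p under 0.15, 24 were translated less and 1 more, which was Rbl1, a relative of the retinoblastoma protein (2.43, adjusted p = 0.0549). Adjusted over the list alone, which the study chose on these samples, 39 were translated less and 1 more. In polysome-associated mRNA 39 were lower and 0 higher, and in cytosolic mRNA 9 were lower and 0 higher.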

For the cell cycle cluster, the profile was uniform as most mRNAs were translationally suppressed in activated T_Foxp3+_ cells as compared to activated T_Foxp3−_ cells. The chromatin modification and ubiquitination clusters contained both translationally activated and suppressed mRNAs in activated T_Foxp3+_ cells as compared to activated T_Foxp3−_ cells, indicating complex regulation of these functions via translational control. Thus, the translational signature contrasting activated T cell subsets is enriched for mRNAs whose encoded proteins participate in distinct cellular processes.

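Hdac6, the tubulin deacetylase, was translated more in activated T_Foxp3+_ cells (3.52, limma adjusted p = 0.0105), at 9.31 ± 0.32 (SD, n = 2) against 6.52 ± 0.21 in polysome-associated mRNA. Atm, the kinase that senses DNA breaks (−2.32, adjusted p = 0.0165), Hells, a remodeler of chromatin (−2.55, adjusted p = 0.0325), and Baz1b, a bromodomain protein (−2.12, adjusted p = 0.0318), were translated less. Of the 24 measured chromatin mRNAs of Fig. 4B, 2 were translated more and 8 less at an adjusted p under 0.15, with differences from −6.50 to 3.52. Adjusted over the list alone, which the study chose on these samples, the counts were 6 and 18. In the ubiquitination mRNAs of Fig. 4A differences ran from −2.53 to 3.67. From the mixture of directions, the paper concludes that translational control of these functions is complex.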

**Figure 3:**
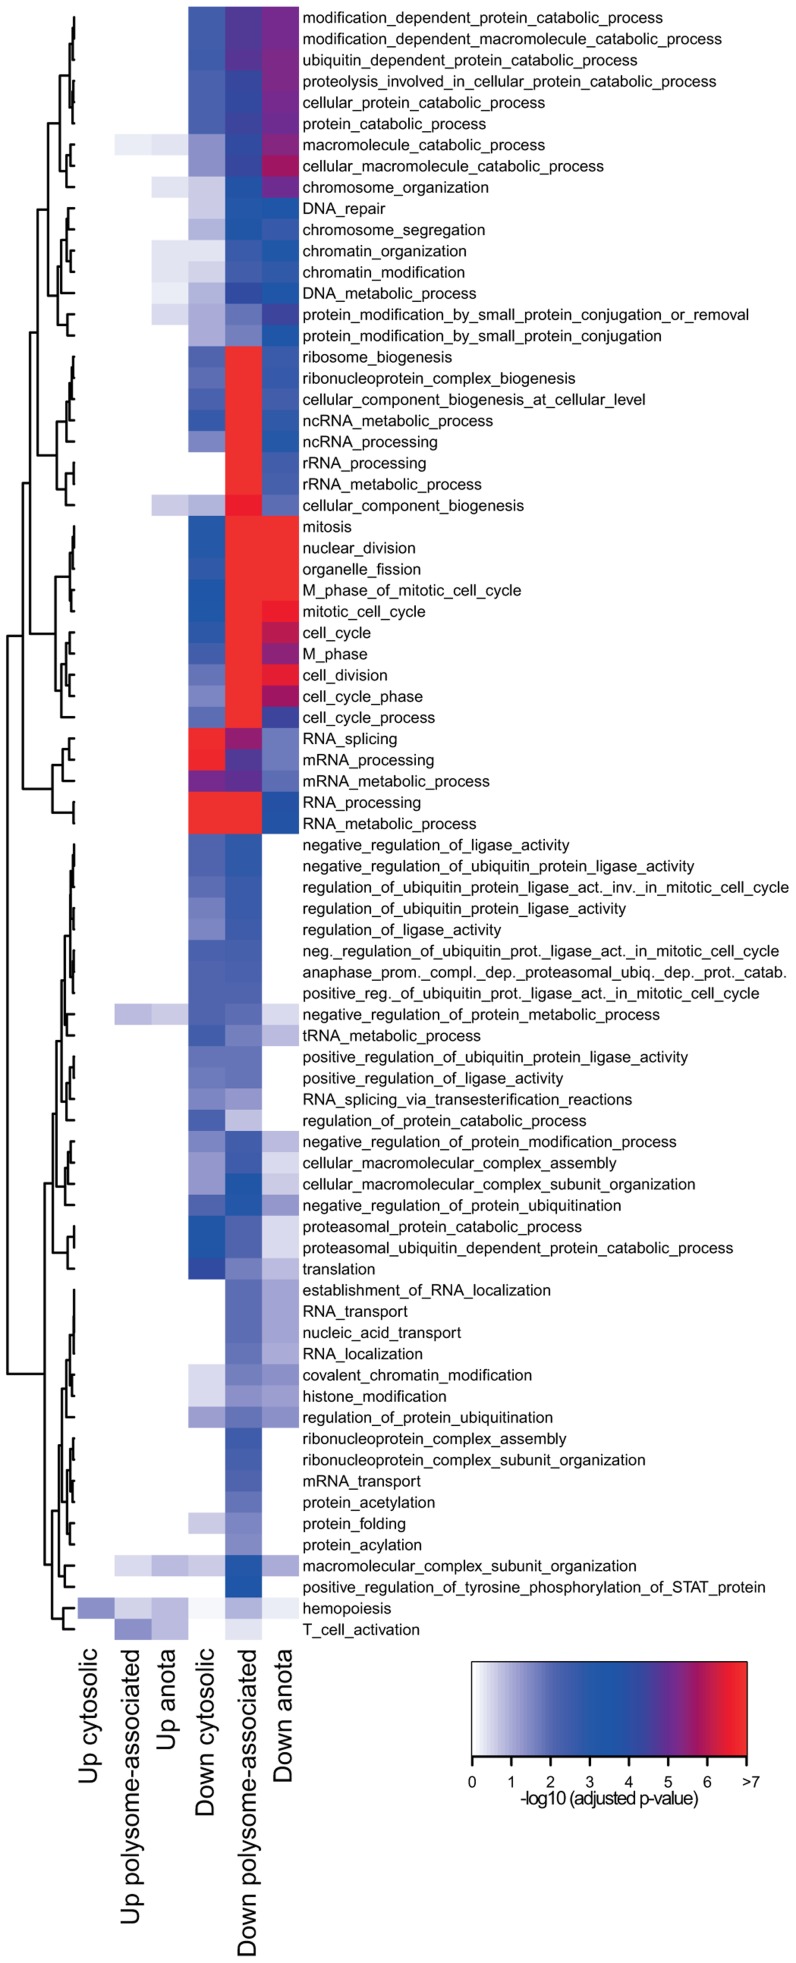
Distinct modular translational control between activated CD4^+^ T cell subsets. Graphical representation of the enrichment analysis within subsets of mRNAs identified as differentially expressed (up in T_Foxp3+_ cells or down in T_Foxp3+_ cells) in data from cytosolic mRNA, polysome-associated mRNA and as differentially translated by anota (after correction for cytosolic mRNA levels). The subsets are shown as columns and the rows represent cellular functions that were enriched. The colour scale represents −log10 p-values (adjusted for multiple testing) for the enrichment. All p-values that were <10e-7 were set to 10e-7.

**Figure 4:**
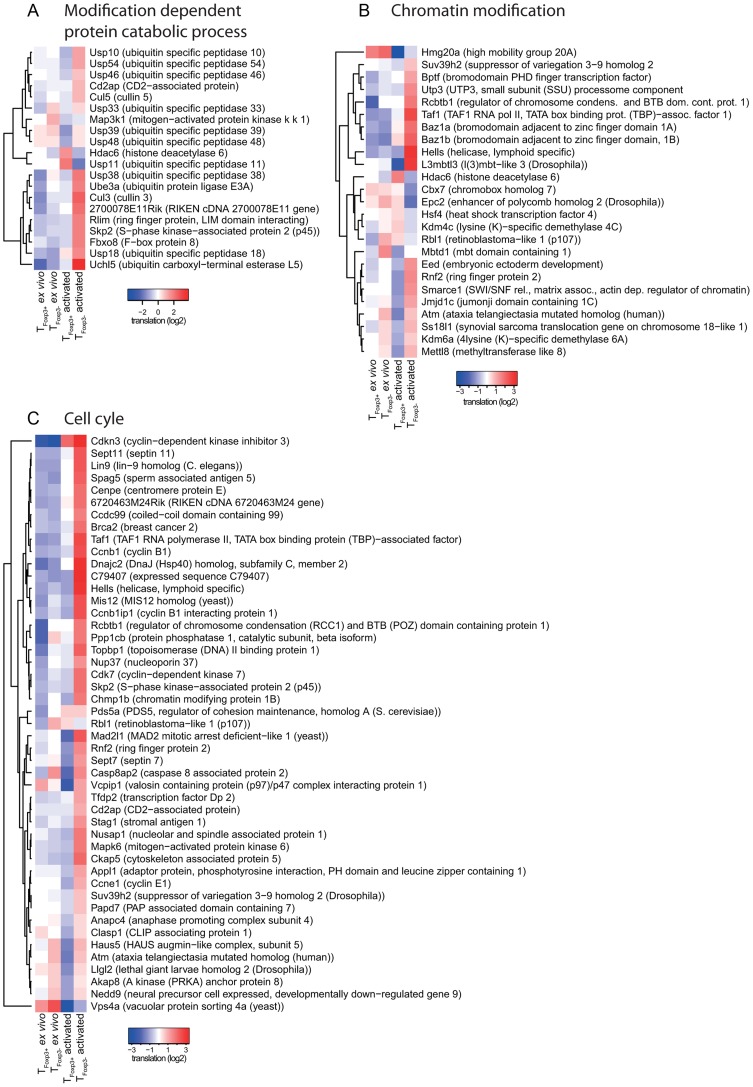
Translationally regulated mRNAs encode proteins are involved in ubiquitination, chromatin modification, or cell cycle pathways. Translational activity (from anota after correction for cytosolic mRNA levels) in T_Foxp3+_ and T_Foxp3−_ cells *ex vivo* and post *in vitro* activation for individual mRNAs belonging to ubiquitination (a), chromatin modification (b) or cell cycle (c) pathways is shown. The colour scale represents translational activity in log2 scale.

### Differential translation of the eIF4E-mRNA in activated T_Foxp3+_ and T_Foxp3−_ cells contributes to establishment of their proteomes

Surprisingly, we identified eIF4E as translationally suppressed in activated T_Foxp3+_ cells as compared to activated T_Foxp3−_ cells. eIF4E is the rate-limiting translation initiation factor that binds to the mRNA 5′-cap structure to recruit mRNA to the ribosome [19]. 

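Eif4e, which encodes the cap-binding initiation factor eIF4E, was lower in polysomes of activated T_Foxp3+_ cells, at 5.06 ± 0.78 (SD, n = 2) against 8.26 ± 0.09 in activated T_Foxp3−_ cells on the log2 scale. The difference was −3.20 (standard error 0.36, adjusted p = 0.000527 from limma). Its cytosolic mRNA was at 5.34 ± 0.48 in activated T_Foxp3+_ and 6.58 ± 0.41 in activated T_Foxp3−_ cells (−1.24, standard error 0.36, adjusted p = 0.0505). Relative to cytosolic mRNA, translation of Eif4e was lower in activated T_Foxp3+_ cells by 1.96 (standard error 0.51, adjusted p = 0.0763). Its levels in activated T_Foxp3+_ cells, 5.06 and 5.34, are near the array medians of 4.845 to 5.065. The sizes of these differences are therefore uncertain. Ex vivo the translational difference was 0.08, and the change of the subset difference with activation was −2.05 (standard error 0.72, adjusted p = 0.449). Ex vivo levels of Eif4e, from 5.14 to 5.73, are near the array medians too. The value of 0.08 therefore cannot decide whether its translation differed between ex vivo subsets. From ex vivo to activated cells, the polysome-associated minus cytosolic difference of Eif4e changed by 1.78 in T_Foxp3−_ cells (adjusted p = 0.213) and by −0.26 in T_Foxp3+_ cells (adjusted p = 0.891). Over 16 possible pairings of arrays, an anota-type covariance model put this T_Foxp3−_ change at 1.91 to 3.82. Its adjusted p ran from 0.0174 to 0.0903, past 0.05 in some pairings and not in others. The labels do not give the pairing. The model called the lower translation of Eif4e in activated T_Foxp3+_ cells in 16 of these pairings (−4.29 to −2.11). Eif4ebp1 and Eif4ebp2, which encode proteins that bind and inhibit eIF4E, had translational differences of −0.89 (adjusted p = 0.451) and 2.98 (adjusted p = 0.217). In the fit of the 8 activated arrays alone the adjusted p for Eif4e was 0.477 and with array weights 0.32, and without array 11, a cytosolic array of activated T_Foxp3−_ cells, the difference was −1.67 (adjusted p = 0.158).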

Activated T_Foxp3+_ cells showed a 5-fold translational suppression of eIF4E as compared to activated T_Foxp3−_ cells (Figure 5a). Consistently, the levels of eIF4E protein were higher in activated T_Foxp3−_ than in activated T_Foxp3+_ cells (Figure 5b). eIF4E dramatically regulates translation of mRNAs which encode proteins participating in various cellular processes including cell cycle [27]–[29], apoptosis [30] and innate immunity [31] but only modestly affects global protein synthesis. Thus, parts of the activated T cell translational signature could be mediated by an activation-induced disparity in eIF4E levels between T_Foxp3+_ and T_Foxp3−_ cells.

**Figure 5:**
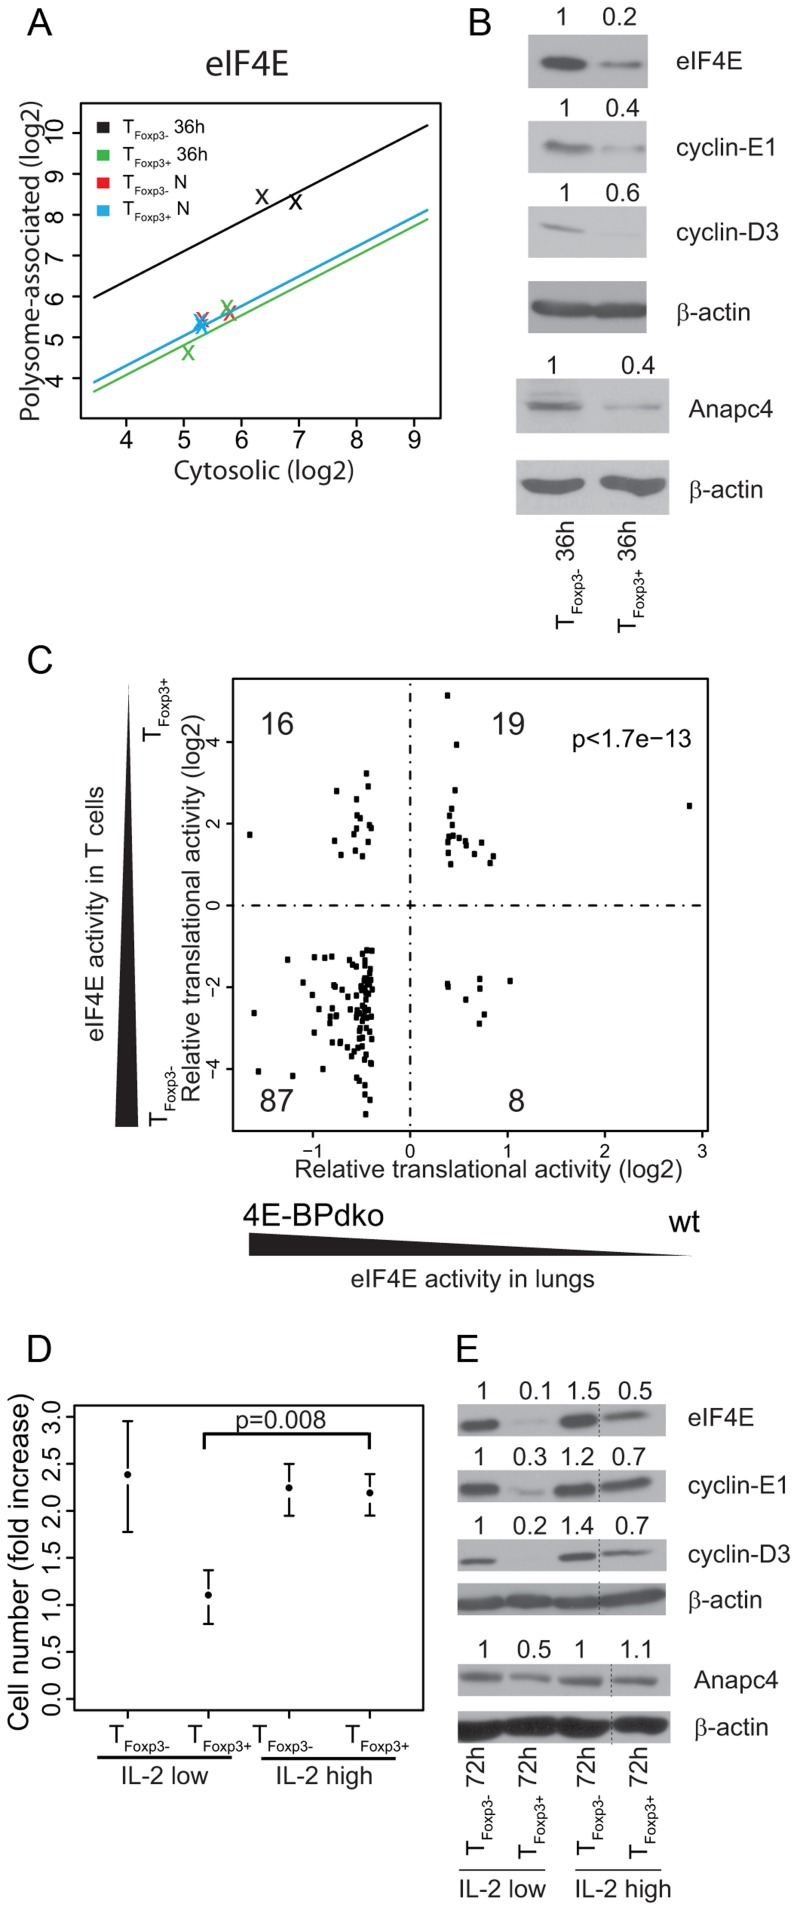
Differential levels of eIF4E between T_Foxp3+_ and T_Foxp3−_ cells partly explain their translational signature and correlate with CD4^+^ T cell subset proliferation. (a) eIF4E is translationally more active in activated T_Foxp3−_ cells as compared to T_Foxp3+_ cells. Shown is the cytosolic mRNA level (x-axis) vs. the polysome-associated mRNA level (y-axis) for each condition; T_Foxp3+_ N (blue) and T_Foxp3−_ N (red) – *ex vivo* cells; T_Foxp3+_ 36 h (green) and T_Foxp3−_ 36 h (black) – *in vitro* activated cells. The lines indicate the regressions used by anota to correct the polysome-associated mRNA level for the cytosolic mRNA level. (b) Activated T_Foxp3−_ cells express higher protein levels of eIF4E, cyclin-E1, cyclin-D3, and Anapc4 as compared to activated T_Foxp3+_ cells. Shown are western blots from T_Foxp3+_ and T_Foxp3−_ cells activated for 36 hours. Densitometry was used to quantify protein levels and obtained levels were normalized to β-actin (the normalized values were related to T_Foxp3−_ 36 h which was set to 1 and are indicated above each lane). (c) Identification of an eIF4E responsive module in the activated T cell translational signature. Fold changes from differentially translated mRNAs from the activated T cell translational signature that also showed a fold change difference for translation in lungs from 4E-BPdko mice are plotted. The number of mRNAs in each quadrant is shown. (d) High IL-2 concentration induces proliferation in T_Foxp3+_ cells. Cell numbers were counted when plated and after 72 h of culture with low (100 U/ml) or high (1000 U/ml) IL-2 concentrations. The fold increase in cell number was calculated and associated means and standard deviations (n = 3) are shown. Welch's two sample t-test was used to compare T_Foxp3+_ cells cultured under different IL-2 concentrations. (e) High IL-2 concentration induces eIF4E expression in T_Foxp3+_ cells. Shown are western blots of total protein extracts probed with antibodies for eIF4E, cyclin-E1, cyclin-D3, and Anapc4 in T_Foxp3+_ and T_Foxp3−_ cells activated as described in (d). Densitometry was used to quantify protein levels and obtained levels were normalized to β-actin (the normalized values were related to T_Foxp3−_ 72 h IL-2 100 U/ml which was set to 1 and are indicated above each lane; lanes between lanes 3 and 4 in (e) were spliced out but all shown lanes are from the same gel).

eIF4E activity is repressed by the eIF4E-binding proteins (4E-BPs) which compete with eIF4G for binding to eIF4E. Kim *et al.* recently measured genome-wide translational activity in lungs from wild type (WT) and 4E-BP1/2 double-knockout mice (4E-BPdko) [32]. 4E-BPdko mice would hence be expected to show increased eIF4E activity as compared to WT. Although the impact of increased eIF4E activity likely differs between T cells and lungs, the eIF4E translational signature could nonetheless be partly conserved, reflecting the central role of eIF4E in cellular function. We therefore compared the translational signature contrasting activated CD4^+^ T cell subsets to the signature contrasting 4E-BPdko and WT lung to determine if part of the activated translational signature could be accounted for by differences in eIF4E activity. Strikingly, more mRNAs showed similar regulation between the two studies than distinct regulation (Figure 5c, binomial test p-value = 1.7e-13). Notably, differential eIF4E levels, as observed between T_Foxp3+_ and T_Foxp3−_ cells, had larger impact on translation as compared to presence or absence of 4E-BPs (compare log2 fold changes in Figure 5c between T cells and lungs). Thus, a part of the translational signature from activated T cell subsets can be explained by differences in eIF4E levels.

Whereas 87 of the similarly regulated mRNAs were translationally regulated in a manner that paralleled the activity of eIF4E (eIF4E-sensitive), 19 mRNAs showed translational suppression following eIF4E activation. These 19 mRNAs could either represent the noise in the comparison or reflect a phenomenon observed in several studies of translational control downstream of eIF4E that is likely caused by secondary effects [27], [28]. To assess the phenotypic consequence of increased eIF4E levels, we identified enriched functions among the 87 encoded proteins whose translation paralleled eIF4E activity, and identified 17 biological functions, including cell cycle and ubiquitination (Table S1). Further analysis revealed that 25% of the mRNAs in the eIF4E signature were related to the cell cycle and that ubiquitination partly overlapped with the cell cycle cluster as close to one fourth (22%) of the cell cycle genes were annotated also to the ubiquitination system. Indeed, proteins translated from eIF4E-sensitive cell cycle related mRNAs were more highly expressed in activated T_Foxp3−_ cells as compared to activated T_Foxp3+_ cells (Figure 5b; cyclin E1 is part of the translational signature; translation of Anapc4 paralleled eIF4E activity also in mouse lungs; and cyclin-D3 is eIF4E sensitive [29]). Thus, the translational signature differentiating activated CD4^+^ T cell subsets exhibits functional and mechanistic modularity.

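Ccne1, which encodes cyclin E1, was 3.89-fold lower in translation in activated T_Foxp3+_ cells (log2 difference −1.96, standard error 0.42, adjusted p = 0.0392 from limma). Its polysome-associated mRNA was at 7.76 ± 0.43 (SD, n = 2) in activated T_Foxp3+_ and 9.55 ± 0.22 in activated T_Foxp3−_ cells, a difference of −1.79 (adjusted p = 0.00372). Cytosolic Ccne1 was at 9.45 ± 0.53 and 9.28 ± 0.18 (difference 0.17, adjusted p = 0.743). Anapc4, a subunit of the anaphase-promoting complex, differed in polysome-associated mRNA by −1.37 (standard error 0.36, adjusted p = 0.0272), at 7.15 ± 0.17 in T_Foxp3+_ and 8.52 ± 0.81 in T_Foxp3−_ cells. Its translational difference of −1.22 did not pass the test (standard error 0.50, adjusted p = 0.252). Ccnd3, which encodes cyclin D3, had a translational difference of −1.50 that did not pass either (standard error 0.71, adjusted p = 0.322). Its polysome-associated mRNA was at 8.92 ± 0.76 in T_Foxp3+_ and 9.44 ± 0.25 in T_Foxp3−_ cells, and its cytosolic mRNA at 10.06 ± 0.21 and 9.08 ± 1.31. In the fit of the 8 activated arrays alone the adjusted p for Ccne1 was 0.415, and with array weights 0.22. Leaving out 1 array brought Anapc4 past the threshold without array 10 (−1.79, adjusted p = 0.0646) or array 11 (−1.64, adjusted p = 0.128), and Ccnd3 without array 9 (−2.43, adjusted p = 0.046) or array 14 (−2.04, adjusted p = 0.146). The smallest differences were −0.65 for Anapc4 without array 12 and −0.57 for Ccnd3 without array 11. Over the 16 possible pairings of arrays, an anota-type covariance model called Anapc4 in 16 and Ccnd3 in 0 (−0.79 to −0.25).

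**Figure D2:**
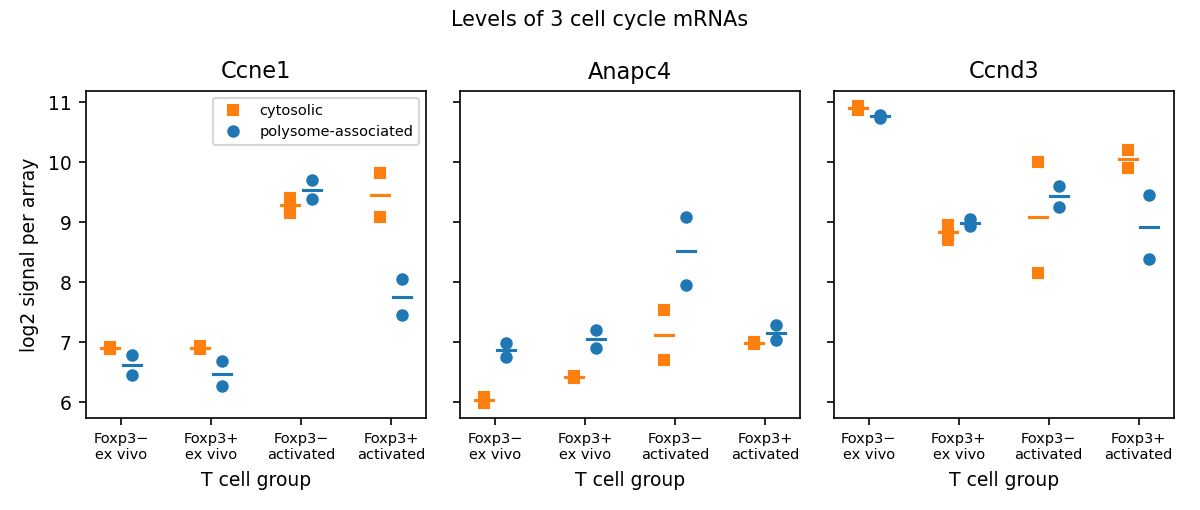
Log2 level of Ccne1, Anapc4 and Ccnd3 on each array of the 4 groups of subset and state. Squares are cytosolic and circles polysome-associated mRNA, and bars are the means of 2 arrays. Polysome-associated Ccne1 averages 7.76 in activated T_Foxp3+_ cells and 9.55 in activated T_Foxp3−_ cells.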

### IL-2 mediated induction of eIF4E and proliferation in T_Foxp3+_ cells

Although T_Foxp3+_ cells are suppressive following *in vitro* activation they are, unlike T_Foxp3−_ cells, anergic to T cell receptor (TCR)-induced proliferation. However, despite their anergy *in vitro*, T_Foxp3+_ cells can expand under homeostatic or inflammatory settings *in vivo* [33]. Because our translational signature from *in vitro* activated T cells compared suppressive and anergic T_Foxp3+_ cells to non-suppressive and proliferating T_Foxp3−_ cells the signature will reflect both suppressive activity and anergy. Consistently, although we identified an enrichment of cell cycle related genes as translationally suppressed in T_Foxp3+_ cells activated *in vitro* these only represented ∼11% of the mRNAs that were translationally suppressed and only a minute fraction of the ∼200 genes that were translationally activated (Figure 4c) – indicating that most of the translational signature is related to other biological processes differentiating activated T_Foxp3−_ and T_Foxp3+_ cells. Nevertheless, the correlation between eIF4E level, translational activation of proliferation-related genes (Figure 5c, Table S1) and proliferation raises the possibility that eIF4E may control proliferation in both T_Foxp3+_ and T_Foxp3−_ cells. To assess the relationship between eIF4E level and T_Foxp3+_ cell proliferation, we used a condition where the *in vitro* anergy of T_Foxp3+_ cells to TCR signals is rescued by relatively higher doses of exogenous IL-2 [34]. A higher concentration of IL-2 induced proliferation of T_Foxp3+_ cells to a level similar to that observed for T_Foxp3−_ cells (Figure 5d) and strikingly also induced higher eIF4E protein levels (Figure 5e). The increase in eIF4E level was accompanied by increased synthesis of cell cycle related proteins from eIF4E sensitive mRNAs (Figure 5e). Thus, IL-2 abrogates the anergy in T_Foxp3+_ cells, which is associated with increased eIF4E levels and translation of eIF4E sensitive mRNAs. In aggregate, these data indicate that eIF4E may control expansion of both T_Foxp3+_ and T_Foxp3−_ subsets.

### eIF4E induced proliferation in T cell subsets is independent of 4E-BPs

It was therefore important to examine whether increased eIF4E activity is necessary for induction of T_Foxp3+_ and/or T_Foxp3−_ cell proliferation *in vitro*. To this end, we used an eIF4E inhibitor – the pro-nucleotide 4ei-1 (Figure S4), which inhibits binding of eIF4E to the mRNA cap structure and thereby selectively reduces eIF4E activity and eIF4E sensitive translation. 4ei-1 is a stable, non-toxic, pro-nucleotide that, when activated intracellularly by HINT, binds to eIF4E with a K_d_ of 0.80 µM [35]. Strikingly, 4ei-1 suppressed proliferation and accumulation of activated T_Foxp3−_ and T_Foxp3+_ cells in a dose-dependent manner (Figure 6a–6b) without affecting viability or IL-2R expression (Figure S5a–S5b). To assess the selectivity of the drug response, we treated cells with a structurally-related eIF4E inhibitor, 4ei-4 (Figure S4), that has a 10-fold lower affinity for eIF4E (K_d_ = 7.5 µM) as compared to 4ei-1. The inhibitory effect of 4ei-4 on T_Foxp3+_ and T_Foxp3−_ cell proliferation was substantially lower as compared to 4ei-1 (Figure 6c–6d). The apparent increased anti-proliferative effects of eIF4E inhibition in T_Foxp3+_ cells compared to T_Foxp3−_ cells (Figure 6a–6b) could be related to the differential eIF4E protein levels in these T cell-subsets (Figure 5e) and/or differential uptake of 4ei-1. Thus induced eIF4E activity is necessary for proliferation in both T_Foxp3+_ and T_Foxp3−_ cells *in vitro*.

**Figure 6:**
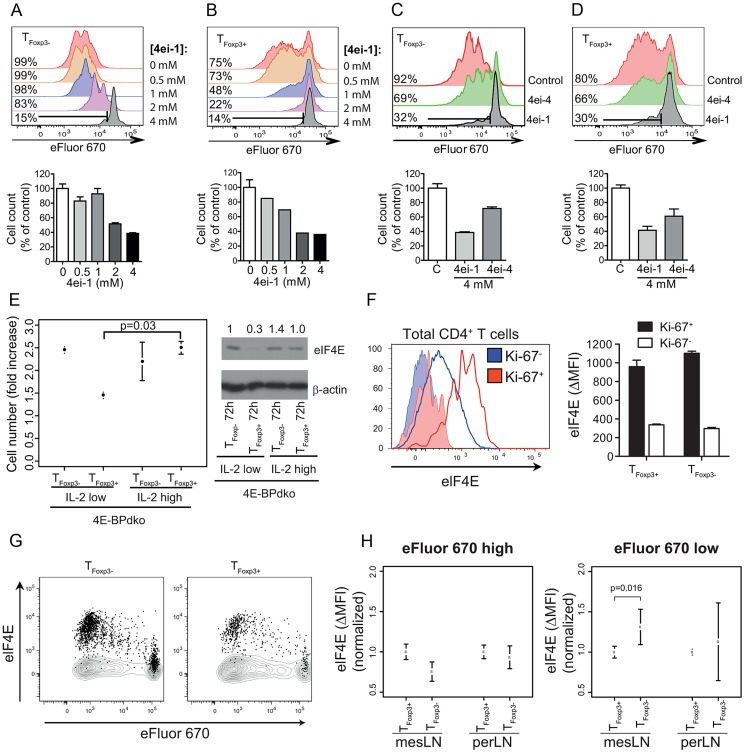
eIF4E controls proliferation in T cell subsets. (a) Inhibition of eIF4E activity suppresses T_Foxp3−_ cell proliferation. eFluor 670-labeled T_Foxp3−_ cells were IL-2/TCR-activated for 72 h in the presence of increasing concentrations of the eIF4E inhibitor 4ei-1 (K_d_ = 0.80 µM). Proliferation was determined under each condition by eFluor 670 dilution assessed by flow cytometry (upper panel). The effect on proliferation was also assessed by comparing cell counts after 72 h under each condition (lower panel; the control was set to 100%). (b) Inhibition of eIF4E activity abrogates IL-2-mediated reversal of anergy in T_Foxp3+_ cells. IL-2/TCR-activated eFluor 670 labelled T_Foxp3+_ cells were cultured in the presence of 4ei-1, and proliferation was determined as described in (a). (c–d) IL-2/TCR-activated eFluor 670 labelled T_Foxp3−_ cells (c) or T_Foxp3+_ cells (d) were cultured in the presence of 4ei-1 or 4ei-4. Proliferation was determined under each condition as described in (a). (a–d) Representative histograms from 4 independent experiments are shown (upper panels; the percentages of proliferating cells are indicated). Means and standard deviations of cell counts from 4 independent experiments are shown (lower panel). (e) Induction of T_Foxp3+_ cell proliferation occurs independently of signalling through 4E-BPs. 4E-BPdko T_Foxp3+_ and T_Foxp3−_ cells were plated and counted as described in (Figure 5d), and the fold increase in cell number was calculated and associated means and standard deviations (n = 2) are shown. Welch's two sample t-test was used to compare 4E-BPdko T_Foxp3+_ cells cultured under different IL-2 concentrations. Also shown is a western blot of total protein extracts probed with antibodies for eIF4E in 4E-BPdko T_Foxp3+_ and T_Foxp3−_ cells. Densitometry was used to quantify protein levels and obtained levels were normalized to β-actin (the normalized values were related to T_Foxp3−_ 72 h IL-2 100 U/ml which was set to 1 and are indicated above each lane). (f) Ki-67 and eIF4E co-expression in total CD4^+^ T cells isolated directly *ex vivo* from lymph nodes (left panel). Quantification of eIF4E expression is shown as Δ (eIF4E *vs.* isotype control) mean fluorescent intensity (MFI). Filled histograms represent staining with an isotype control. Quantification of eIF4E expression (ΔMFI) in Ki-67^+/−^ T_Foxp3−_ and T_Foxp3+_ cells isolated directly *ex vivo* (right panel, mean and standard deviation is indicated, n = 3). (g–h) eFluor 670-labeled T_Foxp3−_ or T_Foxp3+_ cells adoptively transferred into separate TCR β−/− mice were isolated from mesenteric (mes) and peripheral (per) lymph nodes (LN) followed by measurement of eFluor 670 and eIF4E expression four days post transfer. (g) Representative dot plots (n = 3) of T_Foxp3−_ and T_Foxp3+_ cell proliferation relative to eIF4E expression in mesLN. Staining with an isotype control are shown as contour plots. (h) Quantification of eIF4E expression (ΔMFI) in cells that have (eFluor 670 low) or have not (eFluor 670 high) undergone cell division (means and standard deviations are indicated after per experiment normalization to T_Foxp3+_ cells, n = 4–6). P-value (Welch two sample t-test) is indicated.

Although our data indicated that modulation eIF4E activity occurs through translational activation of the eIF4E mRNA leading to induced eIF4E protein levels (Figure 5a–5b), regulation of eIF4E also occurs via 4E-BPs. The 4E-BPs are inhibitors of eIF4E downstream of mTORC1 and are inactivated by mTOR signalling [19]. To examine whether signalling through the 4E-BPs was also necessary for induction of proliferation, we TCR-activated T_Foxp3+_ or T_Foxp3−_ cells from 4E-BPdko/Foxp3-GFP mice in the presence of low or high IL-2 concentrations. High IL-2 concentration augmented proliferation and correlated with increased expression of the eIF4E protein also in T_Foxp3+_ cells from 4E-BPdko mice (Figure 6e). Moreover, the proliferative potential of T_Foxp3+_ and T_Foxp3−_ cells of either genotype was comparable under similar conditions (compare Figure 5d and Figure 6e). The lack of contribution from the 4E-BPs could be explained by their sustained inactive state following *in vitro* activation-induced signalling through the mTOR pathway. Consequently, 4E-BP deficiency will not further affect eIF4E activity. Thus, translational activation of the eIF4E-mRNA, independent of signalling via the 4E-BPs, is necessary for proliferation of T_Foxp3+_ or T_Foxp3−_ cells.

Next, we sought to validate that eIF4E levels are also associated with proliferation of T_Foxp3+_ and T_Foxp3−_ cells *in vivo*. For this we first established a flow cytometric approach to quantify eIF4E levels during T cell subset proliferative responses and evaluated it *in vitro*. Such analysis confirmed that *in vitro* proliferation of both T_Foxp3+_ and T_Foxp3−_ cells is associated with higher expression of eIF4E and indicated that T_Foxp3+_ and T_Foxp3−_ cells proliferate and induce eIF4E expression with different kinetics (Figure S6). Flow cytometric analysis of cells isolated *ex vivo* confirmed that proliferating (Ki-67^+^) CD4^+^ T cells exhibit higher eIF4E expression as compared to non-proliferating (Ki-67^−^) cells (Figure 6f left panel), irrespective of T cell subset (Figure 6f right panel). Finally we examined the relationship between eIF4E expression and proliferation *in vivo*. To this end, T_Foxp3+_ or T_Foxp3−_ cells were adoptively transferred into TCRβ^−/−^ recipient mice and isolated from mesenteric (mes) or peripheral (per) lymph nodes (LN) 4 days post-transfer. Both proliferating (eFluor670^low^) T_Foxp3+_ and T_Foxp3−_ cells expressed higher eIF4E levels than non-proliferating (eFluor670^high^) cells (Figure 6g). Intriguingly, and consistent with our findings *in vitro* (Figure S6), the eIF4E level was higher in proliferating (eFluor670^low^) T_Foxp3−_ cells as compared to T_Foxp3+_ cells in mesLN but not in perLN (Figure 6h). This suggests that microenvironmental factors such as the inflammation in mesenteric sites may selectively enhance eIF4E-induced T cell subset expansion. Thus eIF4E level correlates with T_Foxp3+_ and T_Foxp3−_ cell proliferation *in vivo*.

### eIF4E mediated control of T cell subset identity

Whereas mTOR deficiency blocks differentiation into Th1, Th2 or Th17 cells under respective polarizing conditions, *in vitro* activation of mTOR deficient T_Foxp3−_ cells induces Foxp3 expression and a suppressive phenotype [36]. Furthermore, inhibition of mTOR in T_Foxp3−_ cells induces Foxp3 expression accompanied by T_Foxp3+_-like steady-state mRNA and microRNA expression profiles [37]. Given that we identified eIF4E as a component responding to *in vitro* activation, we asked whether eIF4E activity affects subset identity. To this end, TCR-activated T_Foxp3−_ cells from Foxp3-GFP mice were treated with 4ei-1 and Foxp3 expression was measured by GFP fluorescence. Strikingly, there was a dose-dependent induction of Foxp3 expression in activated T_Foxp3−_ cells upon inhibition of eIF4E activity using 4ei-1 under undifferentiating conditions (Figure 7a). A similar experiment using 4ei-4 resulted in substantially less Foxp3 induction suggesting that strong inhibition of eIF4E activity is required for T_Foxp3+_ cell differentiation (Figure 7b). Collectively, these data pinpoint to the modulation of eIF4E activity as a key component that affects T cell subset identity.

**Figure 7:**
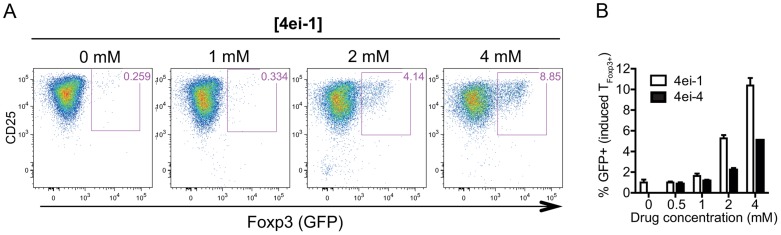
Inhibition of eIF4E activity results in spontaneous induction of Foxp3 expression in activated T_Foxp3−_ cells. T_Foxp3−_ cells were IL-2/TCR-activated for 72 h in the presence of increasing concentrations of 4ei-1 or the control pro-drug 4ei-4 in undifferentiating conditions, and Foxp3 expression (i.e. GFP) was assessed by flow cytometry. (a) Representative density plots from experiments using T_Foxp3−_ cells cultured in the presence of 4ei-1 from 4 independent experiments are shown. (b) Percentage Foxp3^+^ cells following treatment with 4ei-1 or 4ei-4 (shown are means and standard deviations, n = 4).

## Discussion

A functional immune system relies on controlled and coordinated induction, and rapid termination of immune responses to avoid erroneous or excessive triggering of pro-inflammatory responses. In this regard, translational control of gene expression appears advantageous as compared to transcriptional control as it provides a fast mode of action that does not require *de novo* mRNA synthesis. Accordingly, a number of individual mRNAs encoding proteins involved in both innate and adaptive immunity are regulated at the translation step. Expression of IRF7 is normally translationally suppressed to avoid faulty activation of the interferon response [31]; T cell production of the chemokine RANTES/CCL5 is dependent on the transcription factor RFLAT-1 whose expression is translationally regulated [38]; translational suppression of cytokine production is a key mechanism by which self-reactive T cells are kept anergic [39]. Here we show that regulation of mRNA translation plays a central role in the orchestration of genetic programs in T_Foxp3+_ and T_Foxp3−_ lineages. 

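Isg20, an exonuclease induced by interferon, was translated more after activation in both subsets, by 4.15 in T_Foxp3−_ cells (adjusted p = 0.00531 from limma) and 2.78 in T_Foxp3+_ cells (adjusted p = 0.0358) on the log2 scale. Rbm6, an RNA-binding protein, was translated more after activation of T_Foxp3−_ cells (3.81, adjusted p = 0.00531), as was Cul4b, the cullin (4.12, adjusted p = 0.0153). In T_Foxp3+_ cells Sfpq, a splicing factor (3.37, adjusted p = 0.0302), and Ets1, a transcription factor (2.22, adjusted p = 0.0444), were translated more after activation. Klf6, another transcription factor, was translated less there (−2.35, adjusted p = 0.0444). Isg20, Rbm6, Cul4b, Sfpq, Ets1 and Klf6 were picked for naming here after their values were seen. At an adjusted p under 0.05, activation raised translation of 15 genes and lowered that of 11 in T_Foxp3−_ cells, and of 28 and 18 in T_Foxp3+_ cells. Leaving out 1 array gave counts from 0 to 91 genes in T_Foxp3−_ cells and from 0 to 366 in T_Foxp3+_ cells. Log ratios of array pairs, tested with limma, gave 0 genes in both subsets, array weights 100 in T_Foxp3−_ and 0 in T_Foxp3+_ cells, and the covariance model 1267 and 765. Activated and ex vivo arrays belong to different array series. Translation here is relative to the other genes of an array, since the medians of the normalized arrays lay within 4.845 to 5.065. Whether the total mRNA in polysomes changed with activation was not tested. Klf6 and the other lowered genes may therefore not be translated less in absolute amount.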

Activation of T_Foxp3+_ and T_Foxp3−_ cells leads to selective qualitative and quantitative changes in translational activity of specific mRNAs. Notably, genes in the newly identified translational signature have not been uncovered in previous comparisons of T_Foxp3+_ and T_Foxp3−_ cells using steady-state mRNA and therefore represent hereto unknown aspects of CD4^+^ T cell biology. 

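L3mbtl3, a protein that reads histone methylation, was translated less in activated T_Foxp3+_ than in activated T_Foxp3−_ cells (−6.50), against 0.70 ex vivo on the log2 scale. The change of the subset difference with activation was −7.20 (standard error 0.90, adjusted p = 0.0319 from limma). Rbm6, the RNA-binding protein, changed by −4.04 (standard error 0.51), from 0.40 ex vivo to −3.64 in activated cells. Rcc1l changed by 5.04 (standard error 0.61), from −0.79 to 4.25, and Hgh1 by 3.52 (standard error 0.44), from −0.63 to 2.88. These were the 4 genes whose subset difference in translation differed between states at an adjusted p under 0.05 (2 in each direction, all at 0.0319), and Rbm6 and Hgh1 are named here after their values were seen. At an unadjusted p under 0.05 there were 1453, and leaving out 1 array gave counts from 0 to 64. Log ratios of array pairs, the covariance model in all 16 pairings, array weights and cyclic loess each called 0 genes here. The spread of single genes between replicates was larger in activated cells, with a median residual SD of 0.422 against 0.194 ex vivo.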

Qualitative and quantitative changes in translation are more pronounced upon T cell activation, in agreement with the notion that translation is often regulated during cellular responses that require rapid and coordinated control of protein expression. However, this does not exclude that individual mRNAs are translationally regulated in the resting state, although the number of these mRNAs appears to be modest as compared to that observed upon activation.

Coordinated regulation of groups of functionally related mRNAs has been postulated to be a common mechanism by which cellular functions are regulated [23]. Here we identified eIF4E as a target for post-transcriptional regulation which, in a modular fashion, activates translation of a set of cell cycle related genes - thereby further exemplifying the complexity of how post-transcriptional circuits affect cellular functions [23]. While the T cell activation-associated dramatic increase in translation was previously suggested to be linked to eIF4E activity [40], we show that eIF4E induction is necessary for proliferation of both T_Foxp3+_ and T_Foxp3−_ cells *in vitro* and that eIF4E level correlates with cell proliferation *in vivo*. We thereby provide important insights into regulation of proliferation of T cell subsets. The translational signature also involved individual genes which may be part of yet undefined post-transcriptional modules but with previously established functions in T cell biology. Foxo1 and Foxo3 [41], [42], both have essential roles in the stability of Foxp3-dependent T_Foxp3+_ cell lineage commitment [43]. Interestingly, we found translational activation of the Foxo3 mRNA (4-fold) in T_Foxp3+_ as compared to T_Foxp3−_ cells in the activated condition (Figure S7) indicating that translational control of specific mRNAs may be important for expression of proteins regulating T cell lineage commitment.

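Foxo3, a transcription factor of the forkhead family, had a translational difference of 1.98 between activated T_Foxp3+_ and T_Foxp3−_ cells on the log2 scale, 3.94-fold (standard error 1.06), which did not pass the test (adjusted p = 0.389 from limma). Its polysome-associated mRNA was at 9.04 ± 0.65 (SD, n = 2) in activated T_Foxp3+_ and 7.66 ± 1.72 in activated T_Foxp3−_ cells (difference 1.39, adjusted p = 0.222). Cytosolic Foxo3 was at 7.05 ± 0.60 and 7.64 ± 1.42 (difference −0.59, adjusted p = 0.645). The spread between the replicates of activated T_Foxp3−_ cells was as large as these differences. Foxo1, its relative, was translated 4.38-fold more in activated T_Foxp3+_ cells (log2 difference 2.13, standard error 0.60, adjusted p = 0.0968). This Foxo1 call was lost in the fit of the 8 activated arrays alone (adjusted p = 0.464), with array weights (adjusted p = 0.42), and without array 11 (1.89, adjusted p = 0.186) or array 12 (2.02, adjusted p = 0.183). Foxo1 in polysomes was at 8.00 ± 1.00 in activated T_Foxp3+_ and 6.54 ± 0.16 in activated T_Foxp3−_ cells (difference 1.46, adjusted p = 0.0399). This polysome-associated call was lost in 3 of 22 alternative settings. The change of the Foxo3 difference between states was 2.20 (adjusted p = 0.763). Ex vivo levels of Foxo3, from 4.45 to 4.94, are near or under the array medians of 4.845 to 5.065. The change therefore cannot decide whether the Foxo3 difference depends on state. With consecutive arrays taken as pairs, an anota-type covariance model gave 2.09 (adjusted p = 0.0201) and log ratios of pairs an adjusted p of 0.046 for Foxo3. The pairing is not in the labels, and over 16 possible pairings the covariance model gave 0.68 to 2.09 and called Foxo3 in 9. Leaving out 1 array moved the limma difference from 0.76 without array 10 to 3.20 without array 12 (adjusted p = 0.106). From the Foxo3 result, the paper proposes that translational control may be important for proteins of T cell lineage commitment.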

A developmental relationship exists between various Th cell effector lineages, suggesting a high degree of functional plasticity which enables cells to switch from one lineage to another [44]. Cytokines including IL-2, TGF-β1 and IL-10 influence the induction or stability of Foxp3 expression in iT_Foxp3+_ or natural (n) T_Foxp3+_ cells thereby influencing T_Foxp3+_ cell fate and the type of immune response. Surprisingly but in agreement with previous studies on mTOR signalling, we identified eIF4E, a downstream target of mTOR signalling, as affecting T cell lineage identity. However, our data do not exclude that other downstream targets of mTOR also contribute to cell lineage identity or that the effects are indirect (e.g. as a result of inhibition of proliferation during cell activation). Thus, further studies will be needed to address whether the effects of eIF4E on cell lineage identity are direct or indirect.

Collectively our data favour a model whereby eIF4E levels could be dynamically regulated in response to changes in the local inflammatory environment thereby providing a direct link between the extracellular micro-environment, gene expression and biological responses.

## Materials and Methods

### Mice

GFP-Foxp3 knock-in (ki) mice have been described previously [13] and were kindly provided by A. Y. Rudensky (now at Memorial Sloan-Kettering Cancer Centre, NY). For the experiments with 4E-BP deficient T cells, GFP-Foxp3ki mice were crossed to 4E-BPdko mice. TCRβ−/− mice are αβT cell deficient due to the absence of the gene encoding the TCR βchain. Mice were housed and bred under specific pathogen free conditions according to Canadian Council on Animal Care (CCAC)-approved institutional guidelines at the animal facility of the Department of Microbiology and Immunology; McGill University. Female mice 6–12 weeks old were used for the study.

### Isolation of CD4^+^ T cell subsets and preparation of cytosolic and polysome-associated RNA

Cells isolated from lymph nodes and spleens were stained with PE conjugated CD4 antibody (GK1.5, eBioscience, San Diego, CA) and MACS purified. Thereafter T_Foxp3+_ and T_Foxp3−_ cells were sorted based on CD4 and GFP-Foxp3 expression using a FACSAria to obtain cell populations of high purity (>97%). For the naïve cells all buffers and media were supplemented with cycloheximide (Sigma, St. Louis, MO) (100 µg/ml). Cycloheximide immobilizes ribosomes on the mRNA and enables separation of polysome-associated RNA. For the activated samples cells were activated for 36 h with plate bound CD3 and CD28 antibodies (BD Bioscience) (5 µg/ml) in the presence of recombinant hIL-2 ([100 U/ml]: a kind gift from the Surgery Brach, NCI/NIH). Cycloheximide (100 µg/ml) was added to the medium at the end of the culture. Cytosolic and polysome-associated RNA were prepared directly *ex vivo* or post-activation *in vitro* as described previously [27] and labelled for probing with microarrays using the Ovation Pico WTA system (NuGEN) according to the manufacturer's instructions. All experiments were performed in biological duplicates. For cells isolated directly *ex vivo*, RNA from two experiments was pooled for each sample.

### Data analysis

Data were extracted and normalized using rma implemented in the R package “affy” (www.r-project.org) using updated probe set definitions (ENTREZ_GENE) [45]. Integrity of samples was assessed using 5′ to 3′ ratios and the comparability of the arrays by scaling factors. The reproducibility was assessed by correlation analysis using both Spearman and Pearson correlations in R and visualized using the hclust function in R. All these analyses confirmed good data quality. We used anota-RVM [20] to identify differential translation and applied the following stringent filtering for gene selection to assure correct linear models in anota: slopeP = 0.05; maxSlope = 1.5; minSlope = (−0.5); deltaP = 1; deltaPT = 1 (as defined in the anotaPlotSigGenes function in anota [21]). We used Benjamini-Hochberg multiple testing adjusted p-values (false discovery rates [FDR]) as a cut off for differential translation (FDR<30% for *ex vivo* cells and FDR<15% for activated cells). RVM was also applied to identify differentially expressed mRNAs between T_Foxp3+_ and T_Foxp3−_ cells using data from polysome-associated mRNAs and cytosolic mRNA data from the activated condition. The resulting p-values were corrected using the Benjamini-Hochberg multiple testing adjustment method and an FDR <15% was used as cut off. We used GO::Termfinder [46] to identify enriched cellular functions within subsets of differentially regulated mRNAs that were upregulated in T_Foxp3+_ cells (123 unique mRNAs from the cytosolic mRNA analysis; 226 unique mRNAs from the polysome-associated mRNA analysis; and 251 unique mRNAs that were translationally regulated from anota) or upregulated in T_Foxp3−_ cells (404 unique mRNAs from the cytosolic mRNA analysis; 666 unique mRNAs from the polysome-associated mRNA analysis; and 504 unique mRNAs that were translationally regulated from anota) and collected those functions that showed: >2-fold enrichment; at least 10 annotated and regulated mRNAs; and a FDR <1%. For identification of the eIF4E signature we down-loaded the data set with the accession number GSE17406 from the Gene Expression Omnibus (GEO) and used anota to identify differential translation. mRNAs that were differentially translated in the T_Foxp3+_ vs. T_Foxp3−_ comparison and showed >1.3-fold difference in the GSE17406 data set were collected and compared to identify an overlapping eIF4E translational signature (the analysis was robust at more restrictive fold changes). The binomial p-value for rejecting the NULL hypothesis (no eIF4E signature) was calculated in R. This dataset has been deposited at the Gene Expression Omnibus (GEO) accession GSE45401.

### T cell proliferation

T_Foxp3+_ and T_Foxp3−_ cells were activated for 72 h with plate-bound anti-CD3 and -CD28 antibodies in the presence of 100 U/ml or 1000 U/ml of recombinant human IL-2 (rhIL-2). Cells were counted before plating and at the end of the culture to determine the fold-increase in cell number. Cell viability was assessed either using a trypan blue or eFluor780 Fixable Viability Dye (eBioscience, San Diego, CA) exclusion assays. For the inhibition of eIF4E activity *in vitro*, T_Foxp3+_ and T_Foxp3−_ cells were stained with the Cell Proliferation Dye eFluor 670 (eBioscience, San Diego, CA) and activated as described above in the presence of rhIL-2 (1000 U/ml) and in the presence or absence of selective inhibitors of mRNA cap structure-binding to eIF4E: 4ei-1, a prodrug (pronucleotide phosphoramidate) of 7Bn-GMP (K_d_ of 0.80 µM), or its control 4ei-4, a prodrug of 7Me-GMP, which has a 10- fold lower affinity for eIF4E than 7-Bn-GMP (K_d_ = 7.5 µM). When assaying T cell proliferation *in vivo* total CD4^+^ T cells, isolated from LNs of GFP-Foxp3 ki mice, were stained directly *ex vivo* with a V450-conjugated Ki-67 antibody (B56, BD Biosciences, Missisauga, ON) and a primary eIF4E antibody or an isotype control (Abcam, Cambridge, MA) followed by staining with a PE-conjugated secondary antibody (Abcam, Cambridge, MA). ΔMFI for eIF4E was calculated by subtracting the MFI value for the isotype control from that obtained with the eIF4E antibody. For the experiments involving TCRβ−/− mice, congenic (Ly5.1+) T_Foxp3−_ (CD4^+^CD25^−^) and T_Foxp3+_ (CD4^+^CD25^+^) cells were MACS purified from GFP-Foxp3 ki mice based on CD4 and CD25 expression, subsequently stained with the eFluor 670 Cell Proliferation Dye and adoptively transferred into separate TCRβ−/− recipient mice. Four days post adoptive transfer donor T cells from perLN and mesLN were stained with eIF4E or isotype control antibodies as described above. T_Foxp3−_ (CD4^+^GFP^−^) and T_Foxp3+_ (CD4^+^GFP^+^) cells were analyzed for eIF4E expression and eFluor 670 levels by FACS.

### Western blot analysis

Cell lysates were prepared from activated T_Foxp3+_ and T_Foxp3−_ cells, and western blotting was carried out as previously described [28] using 25 µg of protein per sample. Antibodies against eIF4E (BD Biosciences, Mississauga, ON) and β-actin (AC-15, Sigma, St. Louis, MO) were used at a 1∶1000 and 1∶5000 dilutions, respectively. Antibodies against Anapc4 (Bethyl Laboratories, Montgomery, TX), cyclin-E1 (Abcam, Cambridge, MA), and cyclin-D3 (Cell Signaling Technology, Danvers, MA) were used at 1∶1000 dilution.

## Supporting Information

Figure S1 The translational signature contrasting activated CD4^+^ cell subsets is unique as compared to previous steady-state mRNA signatures. We compared the number of mRNAs that were significantly differentially translated (>3-fold translational regulation) and also showed >3-fold steady-state mRNA regulation. A low percentage overlap designates a translational signature that is previously uncharacterized while a high percentage overlap indicates that it is redundant with previous studies. Density scatter plots (a blue scale from light to dark represents increasing local density of data points; outliers are indicated as dots) comparing genome wide expression levels (log2 scale) between conditions studied in previous steady-state mRNA assessments of the T_Foxp3+_ phenotype. For each comparison the mRNAs that were identified as translationally more active in activated T_Foxp3+_ or T_Foxp3−_ cells (>3-fold difference) are indicated as red and yellow dots respectively. The dotted lines indicate a >3-fold difference in the density scatter plot. The % of the mRNAs that were identified as the activated T cell translational signature (>3-fold difference) that also showed a >3-fold difference in the comparison is shown for each direction of regulation. Act: activated cells; Act TGFbeta: activated in the presence of TGFβ; LN: lymph nodes; LP: lamina propria; hi: high; lo: low; IL-2: cells were isolated from mice treated with IL-2.
(EPS) Click here for additional data file.

Figure S2 The translational signature in activated CD4^+^ cells does not overlap with previous steady-state mRNA signatures. We compared the number of mRNAs that were significantly differentially translated (>3-fold translational regulation) and also showed >3-fold steady-state mRNA regulation. A low percentage overlap designates a translational signature that is previously uncharacterized while a high percentage overlap indicates that it is redundant with previous studies. Shown are 7 density scatter plots (a blue scale from light to dark represents increasing local density of data points; outliers are indicated as dots) comparing conditions studied in previous steady-state mRNA assessments of the T_Foxp3+_ phenotype. For each comparison the mRNAs that were identified as translationally more active in activated T_Foxp3+_ or T_Foxp3−_ cells in the present study (>3-fold difference) are indicated as red and yellow points respectively. The dotted lines indicate a >3-fold difference in the density scatter plot. The % of the mRNAs that were identified as the activated T cell translational signature (>3-fold difference) that also showed a >3-fold difference in the comparison is shown for each direction of regulation. Thy: thymus, hi: high; lo: low; Homeo conv: homeostatically converted through injection of T_Foxp3−_ cells into lymphopenic hosts; DEC-pept conv: antigen-specific conversion through injection of DEC205 specific T_Foxp3−_ cells into immuno-competent hosts followed by injection of the DEC205 peptide.
(EPS) Click here for additional data file.

Figure S3 The translational signature in *ex vivo* CD4^+^ T cells is too small for efficient comparisons to previous steady-state mRNA signatures. Shown are 21 density scatter plots (a blue scale from light to dark represents increasing local density of data points; outliers are indicated as dots) comparing conditions studied in previous steady-state RNA assessments of the T_Foxp3+_ phenotype. For each comparison the mRNAs from the T cell *ex vivo* translational signature (>2 fold difference) are indicated. The dotted lines indicate a >2 fold difference in the density scatter plot. The % of the mRNAs that were identified as the *ex vivo* T cell translational signature (>2 fold difference) that also showed a >2 fold difference in the comparison is shown for each direction of regulation. Act: activated; LN: lymph nodes; LP: lamina propria; hi: high; lo: low; IL-2: cells were isolated from mice treated with IL-2; ko: knock out; Thy: thymus; Homeo conv: homeostatically converted through injection of T_Foxp3−_ cells into lymphopenic hosts; DEC pept conv: antigen specific conversion through injection of DEC205 specific T_Foxp3−_ cells into immuno-competent hosts followed by injection of the DEC205 peptide.
(EPS) Click here for additional data file.

Figure S4 Chemical structure of mRNA cap analogues. The selective inhibitors of mRNA cap structure-binding to eIF4E are shown: (Top) 4ei-1, a prodrug (pronucleotide phosphoramidate) of 7Bn-GMP (K_d_ of 0.80 µM); (Bottom) 4ei-4, a control prodrug of 7Me-GMP, which has a 10- fold lower affinity for eIF4E than 7-Bn-GMP (K_d_ = 7.5 µM).
(EPS) Click here for additional data file.

Figure S5 Effect of 4ei-1 inhibitor on CD25 expression and viability following T_Foxp3−_ cell activation. (a) T_Foxp3−_ (left) and T_Foxp3+_ (right) cells were IL-2/TCR activated in the presence of increasing concentrations of 4ei-1 or 4ei-4. Cell viability was analyzed by flow cytometry using an eFluor780 Fixable Viability Dye exclusion assay after 72 h of culture. The percentage of viable cells is shown for each condition. (b) The effect of 4ei-1 and 4ei-4 on CD25 expression was analyzed by FACS on total CD4^+^ T cells activated as described above in the presence of increasing concentrations of 4ei-1 or 4ei-4. Shown is the mean fluorescence intensity (MFI) for CD25 in each condition.
(EPS) Click here for additional data file.

Figure S6 Quantification of eIF4E protein level using flow cytometry. eFluor 670-labeled T_Foxp3−_ or T_Foxp3+_ cells were IL-2/TCR activated for the indicated time and analyzed for eIF4E expression using flow cytometry. Representative dot plots (n = 2) show T_Foxp3−_ and T_Foxp3+_ cell proliferation relative to eIF4E expression (left panel). Stainings with an isotype control are shown as contour plots. Quantification of eIF4E expression is shown as Δ (eIF4E *vs.* isotype control) mean fluorescent intensity (MFI) (right panel).
(EPS) Click here for additional data file.

Figure S7 Foxo3 is translationally activated in activated T_Foxp3+_ cells. Anota analysis of translational activity. Shown is the cytosolic mRNA level (x-axis) vs. the polysome-associated mRNA level (y-axis) for each of the conditions analyzed; T_Foxp3+_ N (blue) and T_Foxp3−_ N (red) – *ex vivo* cells; T_Foxp3+_ 36 h (green) and T_Foxp3−_ 36 h (black) - activated cells. The lines indicate the regression lines used by anota to correct the polysome-associated mRNA level for the cytosolic mRNA level.
(EPS) Click here for additional data file.

Table S1 Biological functions enriched among encoded proteins in the eIF4E-sensitive module.
(DOC) Click here for additional data file.

## References

[1] SchwanhausserB, BusseD, LiN, DittmarG, SchuchhardtJ, et al (2011) Global quantification of mammalian gene expression control. Nature 473: 337–342.2159386610.1038/nature10098

[2] VogelC, Abreu RdeS, KoD, LeSY, ShapiroBA, et al (2010) Sequence signatures and mRNA concentration can explain two-thirds of protein abundance variation in a human cell line. Mol Syst Biol 6: 400.2073992310.1038/msb.2010.59PMC2947365

[3] GygiSP, RochonY, FranzaBR, AebersoldR (1999) Correlation between protein and mRNA abundance in yeast. Mol Cell Biol 19: 1720–1730.1002285910.1128/mcb.19.3.1720PMC83965

[4] LuR, MarkowetzF, UnwinRD, LeekJT, AiroldiEM, et al (2009) Systems-level dynamic analyses of fate change in murine embryonic stem cells. Nature 462: 358–362.1992421510.1038/nature08575PMC3199216

[5] PerssonO, BrynnelU, LevanderF, WidegrenB, SalfordLG, et al (2009) Proteomic expression analysis and comparison of protein and mRNA expression profiles in human malignant gliomas. Proteomics Clin Appl 3: 83–94.2113693810.1002/prca.200800086

[6] WashburnMP, KollerA, OshiroG, UlaszekRR, PlouffeD, et al (2003) Protein pathway and complex clustering of correlated mRNA and protein expression analyses in Saccharomyces cerevisiae. Proc Natl Acad Sci U S A 100: 3107–3112.1262674110.1073/pnas.0634629100PMC152254

[7] WongWF, KohuK, ChibaT, SatoT, SatakeM (2011) Interplay of transcription factors in T cell differentiation and function: the role of Runx. Immunology 132: 157–164.2109191010.1111/j.1365-2567.2010.03381.xPMC3050439

[8] SakaguchiS, OnoM, SetoguchiR, YagiH, HoriS, et al (2006) Foxp3+ CD25+ CD4+ natural regulatory T cells in dominant self-tolerance and autoimmune disease. Immunol Rev 212: 8–27.1690390310.1111/j.0105-2896.2006.00427.x

[9] SakaguchiS, YamaguchiT, NomuraT, OnoM (2008) Regulatory T cells and immune tolerance. Cell 133: 775–787.1851092310.1016/j.cell.2008.05.009

[10] ZhuJ, PaulWE (2008) CD4 T cells: fates, functions, and faults. Blood 112: 1557–1569.1872557410.1182/blood-2008-05-078154PMC2518872

[11] FeuererM, HillJA, KretschmerK, von BoehmerH, MathisD, et al (2010) Genomic definition of multiple ex vivo regulatory T cell subphenotypes. Proc Natl Acad Sci U S A 107: 5919–5924.2023143610.1073/pnas.1002006107PMC2851866

[12] FontenotJD, RasmussenJP, GavinMA, RudenskyAY (2005) A function for interleukin 2 in Foxp3-expressing regulatory T cells. Nat Immunol 6: 1142–1151.1622798410.1038/ni1263

[13] FontenotJD, RasmussenJP, WilliamsLM, DooleyJL, FarrAG, et al (2005) Regulatory T cell lineage specification by the forkhead transcription factor foxp3. Immunity 22: 329–341.1578099010.1016/j.immuni.2005.01.016

[14] GavinMA, RasmussenJP, FontenotJD, VastaV, ManganielloVC, et al (2007) Foxp3-dependent programme of regulatory T cell differentiation. Nature 445: 771–775.1722087410.1038/nature05543

[15] HillJA, FeuererM, TashK, HaxhinastoS, PerezJ, et al (2007) Foxp3 transcription-factor-dependent and -independent regulation of the regulatory T cell transcriptional signature. Immunity 27: 786–800.1802418810.1016/j.immuni.2007.09.010

[16] GrolleauA, BowmanJ, Pradet-BaladeB, PuravsE, HanashS, et al (2002) Global and specific translational control by rapamycin in T cells uncovered by microarrays and proteomics. J Biol Chem 277: 22175–22184.1194378210.1074/jbc.M202014200

[17] Garcia-SanzJA, MikulitsW, LivingstoneA, LefkovitsI, MullnerEW (1998) Translational control: a general mechanism for gene regulation during T cell activation. FASEB J 12: 299–306.950647310.1096/fasebj.12.3.299

[18] MikulitsW, Pradet-BaladeB, HabermannB, BeugH, Garcia-SanzJA, et al (2000) Isolation of translationally controlled mRNAs by differential screening. FASEB J 14: 1641–1652.1092899910.1096/fj.14.11.1641

[19] SonenbergN, HinnebuschAG (2009) Regulation of translation initiation in eukaryotes: mechanisms and biological targets. Cell 136: 731–745.1923989210.1016/j.cell.2009.01.042PMC3610329

[20] LarssonO, SonenbergN, NadonR (2010) Identification of differential translation in genome wide studies. Proc Natl Acad Sci U S A 107 50: 21487–21492.2111584010.1073/pnas.1006821107PMC3003104

[21] LarssonO, SonenbergN, NadonR (2011) anota: analysis of differential translation in genome wide studies. Bioinformatics 27 10: 1440–1.2142207210.1093/bioinformatics/btr146

[22] FeuererM, HillJA, MathisD, BenoistC (2009) Foxp3+ regulatory T cells: differentiation, specification, subphenotypes. Nat Immunol 10: 689–695.1953619410.1038/ni.1760

[23] KeeneJD (2007) RNA regulons: coordination of post-transcriptional events. Nat Rev Genet 8: 533–543.1757269110.1038/nrg2111

[24] MukherjeeN, LagerPJ, FriedersdorfMB, ThompsonMA, KeeneJD (2009) Coordinated posttranscriptional mRNA population dynamics during T cell activation. Mol Syst Biol 5: 288.1963896910.1038/msb.2009.44PMC2724974

[25] HoganDJ, RiordanDP, GerberAP, HerschlagD, BrownPO (2008) Diverse RNA-binding proteins interact with functionally related sets of RNAs, suggesting an extensive regulatory system. PLoS Biol 6: e255 doi:10.1371/journal.pbio.0060255.1895947910.1371/journal.pbio.0060255PMC2573929

[26] LuoW, FriedmanMS, SheddenK, HankensonKD, WoolfPJ (2009) GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics 10: 161.1947352510.1186/1471-2105-10-161PMC2696452

[27] LarssonO, LiS, IssaenkoOA, AvdulovS, PetersonM, et al (2007) Eukaryotic translation initiation factor 4E induced progression of primary human mammary epithelial cells along the cancer pathway is associated with targeted translational deregulation of oncogenic drivers and inhibitors. Cancer Res 67: 6814–6824.1763889310.1158/0008-5472.CAN-07-0752

[28] MamaneY, PetroulakisE, MartineauY, SatoTA, LarssonO, et al (2007) Epigenetic activation of a subset of mRNAs by eIF4E explains its effects on cell proliferation. PLoS ONE 2: e242 doi:10.1371/journal.pone.0000242.1731110710.1371/journal.pone.0000242PMC1797416

[29] DowlingRJ, TopisirovicI, AlainT, BidinostiM, FonsecaBD, et al (2010) mTORC1-mediated cell proliferation, but not cell growth, controlled by the 4E-BPs. Science 328: 1172–1176.2050813110.1126/science.1187532PMC2893390

[30] LarssonO, PerlmanDM, FanD, ReillyCS, PetersonM, et al (2006) Apoptosis resistance downstream of eIF4E: posttranscriptional activation of an anti-apoptotic transcript carrying a consensus hairpin structure. Nucleic Acids Res 34: 4375–4386.1693631410.1093/nar/gkl558PMC1636353

[31] ColinaR, Costa-MattioliM, DowlingRJ, JaramilloM, TaiLH, et al (2008) Translational control of the innate immune response through IRF-7. Nature 452: 323–328.1827296410.1038/nature06730

[32] KimYY, Von WeymarnL, LarssonO, FanD, UnderwoodJM, et al (2009) Eukaryotic initiation factor 4E binding protein family of proteins: sentinels at a translational control checkpoint in lung tumor defense. Cancer Res 69: 8455–8462.1984385510.1158/0008-5472.CAN-09-1923PMC2805259

[33] Bour-JordanH, BluestoneJA (2009) Regulating the regulators: costimulatory signals control the homeostasis and function of regulatory T cells. Immunol Rev 229: 41–66.1942621410.1111/j.1600-065X.2009.00775.xPMC2714548

[34] ThorntonAM, ShevachEM (1998) CD4+CD25+ immunoregulatory T cells suppress polyclonal T cell activation in vitro by inhibiting interleukin 2 production. J Exp Med 188: 287–296.967004110.1084/jem.188.2.287PMC2212461

[35] GhoshB, BenyumovAO, GhoshP, JiaY, AvdulovS, et al (2009) Nontoxic chemical interdiction of the epithelial-to-mesenchymal transition by targeting cap-dependent translation. ACS Chem Biol 4: 367–377.1935118110.1021/cb9000475PMC2796976

[36] DelgoffeGM, KoleTP, ZhengY, ZarekPE, MatthewsKL, et al (2009) The mTOR kinase differentially regulates effector and regulatory T cell lineage commitment. Immunity 30: 832–844.1953892910.1016/j.immuni.2009.04.014PMC2768135

[37] SauerS, BrunoL, HertweckA, FinlayD, LeleuM, et al (2008) T cell receptor signaling controls Foxp3 expression via PI3K, Akt, and mTOR. Proc Natl Acad Sci U S A 105: 7797–7802.1850904810.1073/pnas.0800928105PMC2409380

[38] NikolchevaT, PyronnetS, ChouSY, SonenbergN, SongA, et al (2002) A translational rheostat for RFLAT-1 regulates RANTES expression in T lymphocytes. J Clin Invest 110: 119–126.1209389510.1172/JCI15336PMC151028

[39] VillarinoAV, KatzmanSD, GalloE, MillerO, JiangS, et al (2011) Posttranscriptional silencing of effector cytokine mRNA underlies the anergic phenotype of self-reactive T cells. Immunity 34: 50–60.2123670610.1016/j.immuni.2010.12.014PMC3955755

[40] MaoX, GreenJM, SaferB, LindstenT, FredericksonRM, et al (1992) Regulation of translation initiation factor gene expression during human T cell activation. J Biol Chem 267: 20444–20450.1400363

[41] FangL, WangH, ZhouL, YuD (2011) FOXO3a reactivation mediates the synergistic cytotoxic effects of rapamycin and cisplatin in oral squamous cell carcinoma cells. Toxicol Appl Pharmacol 251: 8–15.2109274410.1016/j.taap.2010.11.007

[42] HuangH, ReganKM, WangF, WangD, SmithDI, et al (2005) Skp2 inhibits FOXO1 in tumor suppression through ubiquitin-mediated degradation. Proc Natl Acad Sci U S A 102: 1649–1654.1566839910.1073/pnas.0406789102PMC545492

[43] OuyangW, BeckettO, MaQ, PaikJH, DePinhoRA, et al (2010) Foxo proteins cooperatively control the differentiation of Foxp3+ regulatory T cells. Nat Immunol 11: 618–627.2046742210.1038/ni.1884

[44] ZhouL, ChongMM, LittmanDR (2009) Plasticity of CD4+ T cell lineage differentiation. Immunity 30: 646–655.1946498710.1016/j.immuni.2009.05.001

[45] DaiM, WangP, BoydAD, KostovG, AtheyB, et al (2005) Evolving gene/transcript definitions significantly alter the interpretation of GeneChip data. Nucleic Acids Res 33: e175.1628420010.1093/nar/gni179PMC1283542

[46] BoyleEI, WengS, GollubJ, JinH, BotsteinD, et al (2004) TermFinder–open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics 20: 3710–3715.1529729910.1093/bioinformatics/bth456PMC3037731

# Supplementary material for: Distinct Translational Control in CD4+ T Cell Subsets
**Source:** PLoS Genet. 2013 May 2;9(5):e1003494. doi: 10.1371/journal.pgen.1003494
**Supplement:** Table S1 — Biological functions enriched among encoded proteins in the eIF4E-sensitive module.

| **Cellular functions** | **Adjusted p-values** |
| --- | --- |
| cell cycle | 2.44E-07 |
| cell cycle phase | 2.20E-05 |
| mitotic cell cycle | 2.47E-05 |
| cell cycle process | 4.78E-05 |
| M phase | 5.46E-05 |
| mitosis | 7.32E-05 |
| M phase of mitotic cell cycle | 7.32E-05 |
| nuclear division | 7.32E-05 |
| organelle fission | 8.60E-05 |
| cell division | 1.23E-03 |
| ubiquitin dependent protein catabolic process | 5.74E-03 |
| modification dependent macromolecule catabolic process | 5.79E-03 |
| modification dependent protein catabolic process | 5.79E-03 |
| proteolysis involved in cellular protein catabolic process | 7.44E-03 |
| cellular protein catabolic process | 7.59E-03 |
| chromosome organization | 9.06E-03 |
| protein catabolic process | 9.06E-03 |

Table S1. Analysis of biological processes (from the Gene Ontology Consortium) enriched in the eIF4E profile (FDR<1%). The p-values for enrichment were adjusted for multiple testing.

How the deposited data were processed for this re-analysis (not part of the article)

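CD4+ T cells of Foxp3-GFP reporter mice were sorted into T_Foxp3+_ and T_Foxp3−_ cells and measured ex vivo or after activation. From each, cytosolic mRNA and mRNA carrying at least 3 ribosomes were measured on Affymetrix arrays, 16 arrays in 8 groups of 2. The methods of the paper state that the RNA was amplified with a whole-transcriptome kit and that the array data were normalized with rma of the R package affy, on probe sets redefined for Entrez genes. The values used here are these log2 intensities, taken as deposited. Their range, the array medians and the absence of missing values were checked on the file. No genome build enters the values, and whether both states were normalized in 1 run is not given in the sources used here.

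Of 16539 features, 64 control probe sets were left out, which left 16475 genes, all of them tested. Symbols were those of the deposited table, 695 genes have none, and these were counted and are not named. Conditions were taken from the sample labels, and all 16 value columns were mapped to a sample. No background or detection values were used, so no floor was set, and the number of arrays limits precision. The residual degrees of freedom were 8, and the median residual SD of a gene was 0.349 on the log2 scale.

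Groups were compared in R 4.3.3 with limma 3.58.1, whose moderated t-tests were fitted over all 16 arrays with 1 mean per group and equal array weights. All p-values of single genes are two-sided and come from limma, and all adjusted p-values use the Benjamini-Hochberg method. The comparisons were T_Foxp3+_ minus T_Foxp3−_ cells in each RNA fraction and state, polysome-associated minus cytosolic mRNA in each subset and state, differences of these between subsets (differential translation) and between states, and the difference between states of the subset difference. The thresholds were an adjusted p under 0.15 for the subset comparisons, 0.3 for differential translation ex vivo, and 0.05 for the other comparisons. Folds over 3 and from 2 to 3 were counted without a test. Standard errors are those of the fitted differences, and SDs are between the 2 arrays of a group.

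In addition 31 gene lists, written from general knowledge and partly from genes the paper names, were tested with camera of limma at a preset correlation of 0.01 between genes. Their p-values were adjusted together over the lists and the subset comparisons, and lists with fewer than 5 measured members were not tested. Members were also counted after adjusting p over the list alone. The genes of Fig. 4 were only tallied, since the study chose them on these samples.

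Genes were named by a rule. It takes the measured genes of the paper's text, Fig. 2C and Fig. 4, and for each comparison of the subsets the genes with the largest differences in each direction among those called whose arrays do not overlap. It leaves out features with no symbol, predicted genes and odorant and vomeronasal receptors, and it adds up to 4 members of each list with the smallest adjusted p. Exceptions are marked where they are named.

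The alternatives were a fit of only the arrays of the groups compared, array weights, an intensity trend, genes above the median mean, centring each array on its median, cyclic loess, and leaving out each array in turn. Where that left 1 array in a group, the lone array is assumed to vary like the other groups. For lists, an estimated correlation and limma's fry were tried. Translation was also fitted with log ratios of array pairs, and with an anota-type analysis of covariance with 1 slope per gene and variances moderated by squeezeVar of limma. The labels do not pair cytosolic with polysome arrays, so consecutive numbers were taken as pairs and all 16 pairings were tried. The slope filters of the methods (slope from −0.5 to 1.5, slope p 0.05) were applied as an alternative, and their size filters of 1 on the log2 scale were added after the data were seen. The paper's anota-RVM was not run.

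The fits were tested on simulated data with 0 or more changed genes, drawn with 1 spread for all arrays or with the spread of each state, 20 times for data with no subset effect. The arrays were also divided into a pair of independent sets in 8 ways, and the differences from these sets were correlated across genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Gene Ontology enrichment, the eIF4E signature from another study, and the protein, flow cytometry and culture experiments of the paper were not analysed here.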

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

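Of the tests below, only that of the mitosis list after cyclic loess was written down before its result was seen, and the others were chosen after.

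Subset differences changed between the states for many gene lists, by camera on the difference of the T_Foxp3+_ minus T_Foxp3−_ difference between activated and ex vivo cells, and the change given for a list is the median of the changes of its genes. In polysome-associated mRNA this was −2.37 for effector cytokines (adjusted p = 4.45e-11), −1.54 for mitosis genes (adjusted p = 3.46e-15) and −0.93 for DNA replication genes (adjusted p = 9.35e-07). For naive T cell genes it was 2.32 (adjusted p = 7.63e-05), with list medians of −2.10 ex vivo and −0.09 in activated cells. The list medians of effector cytokines and mitosis genes were 0.33 and 0.26 ex vivo and −2.02 and −1.14 in activated cells. For genes near the array medians ex vivo, a subset difference there could not show. How far this enters the changes of the lists was not tested. Smaller changes were those of ribosome biogenesis (−0.48, adjusted p = 0.00078), mitochondrial ribosomal proteins (−0.44, adjusted p = 1.65e-05), splicing (−0.44, adjusted p = 0.00253), the anaphase-promoting complex (−0.42, adjusted p = 0.012) and E2 enzymes, cullins and F-box proteins (−0.25, adjusted p = 0.0139). With an estimated correlation the largest of these adjusted p was 0.0498, while calls were lost for oxidative phosphorylation (−0.44, adjusted p = 9.19e-05, or 0.057 with an estimated correlation), the mTOR pathway (1.00, adjusted p = 0.00806, or 0.0674), T cell activation genes (−0.53, adjusted p = 0.00985, or 0.0579), initiation factors (−0.24, adjusted p = 0.0281, or 0.057) and regulatory T cell genes (−0.69, adjusted p = 0.0483, or 0.0738).

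In cytosolic mRNA, naive T cell genes changed by 2.21 (adjusted p = 2.85e-08), interferon-stimulated genes by 0.52 (adjusted p = 0.0106) and effector cytokines by −1.68 (adjusted p = 3.98e-09). Mitosis genes changed by −1.25 (adjusted p = 1.11e-09), DNA replication by −1 (adjusted p = 2.85e-08), T cell activation genes by −0.97 (adjusted p = 6.13e-05) and the proteasome by −0.89 (adjusted p = 0.000618). The integrated stress response changed by −0.87 (adjusted p = 0.000565), the anaphase-promoting complex by −0.75 (adjusted p = 0.00304), mitochondrial ribosomal proteins by −0.73 (adjusted p = 1.11e-09) and initiation factors by −0.57 (adjusted p = 0.00201). With an estimated correlation the largest adjusted p of these cytosolic changes was 0.0473, while calls were lost for oxidative phosphorylation (−0.34, adjusted p = 0.000114, or 0.057 with an estimated correlation) and ribosome biogenesis (−0.52, adjusted p = 0.0126, or 0.0534). Il2ra in polysomes changed by −2.89, a size left uncertain by an ex vivo T_Foxp3−_ level under the lowest array median. In translation 4 genes, L3mbtl3, Rbm6, Rcc1l and Hgh1, differed between states at an adjusted p under 0.05. Single genes past 0.05 numbered 425 in polysome-associated and 341 in cytosolic mRNA. The states were measured in different array series, which differ from each other also in subset after activation.

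Markers of other cells changed between states too at the preset correlation, and these calls were lost with an estimated one. B cell markers changed by 0.79 in polysome-associated mRNA (adjusted p = 0.00503, or adjusted p = 0.0576 with an estimated correlation) and 0.61 in cytosolic mRNA (adjusted p = 0.00467, or 0.057). Myeloid markers changed by 0.84 in cytosolic mRNA (adjusted p = 0.00169, or 0.0937) and stromal and endothelial markers by 0.82 in polysome-associated mRNA (adjusted p = 0.0292, or 0.0701). The 3′ minus 5′ signal of the actin control probe sets also differed between subsets mainly ex vivo. In cytosolic arrays it was 4.40 in T_Foxp3+_ and 1.12 in T_Foxp3−_ cells ex vivo, and −0.52 and −0.28 after activation. How far this difference in control signal enters the changes between states was not tested.

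The calls for differential translation between the activated subsets, 1232 genes, were weighed against the smaller spread of ex vivo arrays. Simulations with the spread of each state and no subset effect called at most 412 genes (median 284 of 20). This argues against that spread as the whole cause only as far as the simulated noise is like that of the arrays. Whether noise shared between genes would raise this number was not tested. Of simulated calls, 43.6% were false with 2000 changed genes and 79.5% with 200 (46% and 82.1% for the covariance model). The fit of 8 activated arrays, which called 0 genes (1373 at an unadjusted p under 0.05), recovered 36.4% of simulated 4-fold changes against 81.6% by the fit of 16, but it called 464 genes in that simulation with 2000 changed genes and 0 with 200, so low power is a candidate explanation for its 0 calls that these simulated settings leave open. Differences from independent sets of arrays correlated across genes at 0.1133 or more in 8 divisions (highest 0.1404), which argues against no difference beyond the spread of replicates. Ex vivo, where limma called 0 genes, this r ran from −0.0357 to 0.1752 (median 0.0876). An r of this size thus also occurred without calls, and it does not bear on single genes. Subset and array series cannot be told apart here, since 0 series of the activated state hold both subsets, and a biological difference stays open and untested beyond these values.

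Dim genes were higher and bright genes lower in activated T_Foxp3+_ arrays. From the dimmest to the brightest of 5 groups of 3295 genes, the median polysome-associated difference was 0.24, 0.35, 0.33, −0.12 and −0.15. The brightest group was at −0.48 in cytosolic mRNA and at 0.30 in translation (0 after cyclic loess). Ex vivo arrays had a like order, with polysome-associated medians of 0.13, 0.19, 0.15, −0.10 and −0.21. In activated cells odorant and vomeronasal receptors, 66 genes, had medians of 0.23 in cytosolic and 0.26 in polysome-associated mRNA. A narrower range of signal may therefore contribute. That range alone does not account for the lower mitosis genes, whose median was −1.37 after cyclic loess. RNA from other cells cannot be told apart, since Cd74 and Lyz2 were higher in polysomes (1.51, adjusted p = 0.0697, and 1.93, adjusted p = 0.0983) but not past the threshold in cytosolic mRNA (0.09, adjusted p = 0.935, and 1.50, adjusted p = 0.207), Cd79a was not measured under that symbol, and the sort was over 97% pure by the authors' statement.

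Genes translated more in activated T_Foxp3+_ cells were often lower in cytosolic mRNA, with r = −0.4586 across genes between the 2 differences. With the cytosolic arrays split between the differences the median r was −0.0349 (−0.0855 to −0.0083), so the shared arrays are a candidate explanation. Simulations with no subset effect gave −0.7107. Translation that offsets cytosolic differences in full is argued against by slopes of −0.122 to −0.0744 from independent arrays.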

How the results depend on the processing

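The covariance fit with size filters was chosen after the data were seen, and the other settings earlier. Clustering joined the replicates of 8 of 8 groups first under Pearson or Spearman correlation, average or complete linkage, and with genes above the median mean. Ccne1 was called lower in translation in 24 of 26 settings and Eif4e in 23 of 26, and neither changed direction. Foxo1 kept its call in 22 of 26. Values below are genes called, or log2 differences with adjusted p, and for each the cause was not tested unless it is given. The values hold no background or detection signal, so the limit set by dim genes was measured only by leaving out genes at or below the median mean, which left 983 genes called for differential translation in activated cells against 1232.

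In fits of only the arrays of the groups compared, which have fewer arrays and residual degrees of freedom, limma called 0 genes for differential translation in activated cells (1373 at an unadjusted p under 0.05) and 1 ex vivo. Polysome-associated mRNA gave 855 (activated) and 3436 (ex vivo), and cytosolic mRNA 490 and 5185. Polysome-associated minus cytosolic mRNA gave 224 in ex vivo T_Foxp3−_ cells, 0 in activated T_Foxp3−_ cells (2078 unadjusted) and 0 in activated T_Foxp3+_ cells (1273 unadjusted). Translation on activation gave 14 in T_Foxp3−_ and 1 in T_Foxp3+_ cells. Ccne1 stayed at −1.96 (0.415) and Eif4e at −1.96 (0.477).

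Array weights, which weight ex vivo arrays above activated ones, gave 126 and 2 for differential translation (activated, ex vivo), 1996 and 4103 for polysome-associated and 1368 and 5326 for cytosolic mRNA. Polysome-associated minus cytosolic mRNA gave 665 and 238 in T_Foxp3−_ cells (ex vivo, activated) and 142 and 0 in T_Foxp3+_ cells. Activation gave 100 in T_Foxp3−_ and 0 in T_Foxp3+_ cells, and the difference between states 0. Ccne1 (−1.96, 0.22) and Eif4e (−1.96, 0.32) did not pass.

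Genes above the median mean, with fewer genes tested, gave 3144 for polysome-associated and 2801 for cytosolic mRNA in activated cells, 3 and 1 for polysome-associated minus cytosolic mRNA ex vivo (T_Foxp3−_, T_Foxp3+_), 3 for activation of T_Foxp3−_ cells and 2 for the difference between states. An intensity trend gave 10 in ex vivo T_Foxp3+_ cells and 25 for activation of T_Foxp3+_ cells. Centring gave 16 for activation of T_Foxp3−_ cells, where cyclic loess gave 45, and cyclic loess gave 0 for the difference between states.

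Scaling moved the balance of directions without turning a called gene over. The share of calls higher in activated T_Foxp3+_ cells was 51.2% in translation (38.7% after cyclic loess), 57.7% in polysome-associated mRNA (44.7% centred, 46% after cyclic loess) and 53.2% in cytosolic mRNA (37.3% centred). For cytosolic mRNA ex vivo it was 44.4% (32% centred). For polysome-associated minus cytosolic mRNA the share higher in polysomes was 60.9% in activated T_Foxp3−_ cells (73.3% after cyclic loess) and 49.5% in activated T_Foxp3+_ cells (59.9% centred).

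Log ratios of array pairs gave 0 for activation of T_Foxp3−_ and of T_Foxp3+_ cells and for the difference between states, Anapc4 −1.22 (0.118) and Foxo3 1.98 (0.046). The covariance model gave 2989 for differential translation in activated cells and 64 ex vivo, 1267 and 765 for activation (T_Foxp3−_, T_Foxp3+_), 0 for the difference between states, Anapc4 −1.18 (0.0646) and Foxo3 2.09 (0.0201). Of its 2989 calls, 556 were shared in direction with the difference of log ratios and 9 were opposite. Its median slope was 0.0422, below the 1 of a log ratio. Over all genes, 28.8% had opposite signs in the covariance model and the difference of log ratios (r = 0.4383 between them). Among the named genes, reversals were counted for 5: Foxp3 12.53 (from −0.52), Ctla4 11.96 (from −1.08), Il2 −2.03 (from 0.55), Tmem242 −1.12 (from 4.46) and Iars −0.26 (from 4.28). With slope filters it gave 17 ex vivo, 671 and 373 for activation, 0 between states, Anapc4 −1.18 and Foxo3 2.09, and Il2 −2.03 and Iars −0.26 were reversed. With size filters it gave 10 ex vivo, 464 and 282 for activation, 0 between states, Anapc4 −1.18 and Foxo3 2.09. Over 16 pairings the counts ran from 2989 to 3573 in activated cells, 22 to 657 ex vivo, 1251 to 1596 and 686 to 1096 for activation, and were 0 between states. Over these pairings Ccne1, Eif4e and Anapc4 were called in 16 of 16, Foxo3 in 9 (0.68 to 2.09, adjusted p from 0.0195 to 0.432) and Ccnd3 in 0.

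In activated cells the covariance model called 18.1% of all genes (7.48% by the difference of log ratios) and these percentages of list members: regulatory T 33.3, naive T 21.4, effector cytokines 45.5, T cell activation 20.8, anaphase-promoting complex 25, initiation 10.3, mTOR 40, cytosolic ribosomal 18.2, ribosome biogenesis 32.7, deubiquitinases 38.3, E2, cullins and F-box 25.7, chromatin 29.9, splicing 43.5, oxidative phosphorylation 11.6, glycolysis 30.8, interferon 25, integrated stress response 26.3, unfolded protein response 12.5, B cell 22.2, CD8 T and NK 9.09, myeloid 6.67 and stromal 44.4. In the other lists it called 26.3 of mitosis, 24.4 of DNA replication, 33.3 of G1 and S phase, 14.1 of mitochondrial ribosomal, 12.5 of proteasome and 33.3 of cholesterol synthesis genes. Ex vivo it called 0.388% of all genes and, of list members, regulatory T 8.33, mitochondrial ribosomal 1.41, deubiquitinases 2.13, E2, cullins and F-box 0.99, splicing 4.35, oxidative phosphorylation 1.45, glycolysis 7.69 and interferon 4.17, where limma called 0 (193 genes in all at an unadjusted p under 0.05).

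Calls of lists also moved with the test. With fry, adjusted p for translation was 0.0389 for G1 and S phase, 0.0274 for mTOR and for mitochondrial ribosomal proteins and 0.000823 for stromal markers (activated), and 0.244 for naive T (ex vivo). For polysome-associated mRNA it was 0.0046 for mTOR, 0.0602 for chromatin and 0.0066 for B cell markers (activated), and 0.038 for G1 and S phase, 0.0704 for deubiquitinases, 0.147 for chromatin and 0.0602 for the unfolded protein response (ex vivo). For cytosolic mRNA it was 0.0385 for G1 and S phase, 0.00722 for E2, cullins and F-box, 0.0066 for B cell and 0.0217 for stromal markers (activated), and 0.0731 for deubiquitinases, 0.318 for chromatin and 0.118 for cholesterol synthesis (ex vivo).

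With an estimated correlation, adjusted p for translation was 0.159 for the proteasome, 0.212 for glycolysis and 0.0963 for the integrated stress response (activated) and 0.126 for naive T (ex vivo). For polysome-associated mRNA of activated cells it was 0.0721 for cytosolic ribosomal proteins, 0.063 for deubiquitinases, 0.212 for chromatin, 0.101 for oxidative phosphorylation and 0.0952 for stromal markers. Ex vivo it was 0.0867 for T cell activation, 0.0812 for cytosolic ribosomal proteins, 0.0867 for deubiquitinases, 0.212 for chromatin, 0.0658 for interferon and 0.0979 for the unfolded protein response. For cytosolic mRNA it was 0.0816 for T cell activation, 0.147 for cytosolic ribosomal proteins and 0.168 for oxidative phosphorylation (activated), and 0.149 for T cell activation, 0.143 for mitosis, 0.0867 for cytosolic ribosomal proteins, 0.0867 for deubiquitinases, 0.272 for chromatin and 0.212 for cholesterol synthesis (ex vivo).

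Leaving out 1 array gave 832 to 2183 genes for differential translation in activated cells, with 1879, 2183, 1933 and 1901 without arrays 13, 14, 15 and 16. Polysome-associated mRNA gave 3450 (without array 12) to 6232 activated and 117 to 977 ex vivo (197, 117, 265 and 200 without arrays 2, 4, 6 and 8, and 977 without 14 or 16). Cytosolic mRNA gave 2575 (without array 9) to 5254 activated and 110 to 1133 ex vivo (131, 110, 189 and 201 without arrays 1, 3, 5 and 7). Polysome-associated minus cytosolic mRNA gave 381 to 1011 in activated T_Foxp3−_ cells (381 without 3 or 7, 412 without 4 or 8, 1011 without 14 or 16) and 506 to 1371 in activated T_Foxp3+_ cells (506 without 3 or 7, 1238 without 13, 1371 without 14). Ex vivo it gave 0 to 17 in T_Foxp3−_ cells (0 without 3 or 7, 17 without 8, 5 without 1, 2, 5 or 6, 4 without 9 or 11, 6 without 4, 10 or 12) and 1 to 15 in T_Foxp3+_ cells (3 without 1 or 2, 1 without 6, 15 without 4 or 8). Genes over 3-fold ran from 98 to 187 in ex vivo T_Foxp3−_ (187 without 4), 128 to 166 in ex vivo T_Foxp3+_ (165 without 2, 166 without 6) and 1344 to 1551 in activated T_Foxp3+_ cells (1551 without 14).

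Activation gave 0 to 91 genes in T_Foxp3−_ cells: 8 without 1, 2, 4, 5 or 6, 0 without 3, 7 without 7, 14 without 8, 91 without 10, 51 without 11, 63 without 12, 70 without 13 or 15 and 89 without 14 or 16. In T_Foxp3+_ cells it gave 0 to 366: 0 without 1, 3, 5 or 7, 2 without 2, 1 without 6, 20 without 4 or 8, 70 without 9 or 11, 75 without 10 or 12, and 329, 366, 211 and 294 without 13, 14, 15 and 16. The difference between states gave 0 to 64: 0 without any of arrays 1 to 8, 1 without 9, 10 without 11, 25 without 12, and 55, 64, 57 and 52 without 13, 14, 15 and 16. Anapc4 ran from −1.79 to −0.65 (past the threshold without 10 at −1.79 and without 11 at −1.64), Ccnd3 from −2.43 to −0.57 (without 9 at −2.43 and without 14 at −2.04), Eif4e from −2.52 to −1.41 (not past it without 11 at −1.67) and Foxo3 from 0.76 without 10 to 3.20 without 12, where it passed.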

Differences from the paper's values

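For translation in activated cells at an adjusted p under 0.15, the paper's text gives approximately 200 mRNAs (the paper's) more translated in T_Foxp3+_ cells and its enrichment analysis 251 unique mRNAs (the paper's). Here 631 genes were called, and 0 of 27 alternatives set before the data were examined came within 1.5 times of either number, with counts from 0 to 1913. Cyclic loess gave 468, array weights 57, and the covariance model 1509, or 928 with slope filters. The covariance model with slope and size filters, chosen after the values were seen, gave 321, which is within 1.5 times of the paper's 251 and not of its 200, and 586 less translated. Of the 78 measured genes of Fig. 4, which the paper calls, that setting called 73 and dropped 5. For less translated mRNAs the count here, 601, was within 1.5 times of the paper's 500 and 504, as it was in 17 of 27 alternatives. Counts ran from 0 to 1660, and those not within it include array weights (69) and the covariance model (1480).

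The paper gives 20 mRNAs (the paper's) that differ in translation ex vivo at an adjusted p under 0.3. Here limma called 0, with 193 at an unadjusted p under 0.05. The covariance model with slope filters (17) and the lowest of its 16 pairings (22) came within 1.5 times, 2 of 27 alternatives. The other 25 did not, among them the covariance model without filters (64), array weights (2) and the fit of the 8 ex vivo arrays alone (1).

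For cytosolic mRNA of activated cells at an adjusted p under 0.15, the paper gives 123 (the paper's) mRNAs higher and 404 (the paper's) lower in T_Foxp3+_ cells, against 2275 and 2004 here. A limma fit of the 4 cytosolic arrays compared alone gave 119 and 371, and the other 21 of 22 alternatives were not within 1.5 times. For polysome-associated mRNA the paper gives 226 (the paper's) higher and 666 (the paper's) lower, against 3082 and 2256 here. Again the fit of only the 4 arrays compared, with 223 and 632, was the 1 of 22 alternatives within 1.5 times. The paper counts unique mRNAs and tests with a random variance model, and here genes were counted with limma.

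The 78 measured genes of Fig. 4 are called differentially translated by the paper, and here 35 passed and 43 did not. The covariance model called 2 more and 17 less translated of 20 in Fig. 4A, 5 and 18 of 24 in Fig. 4B, and 0 and 42 of 44 in Fig. 4C. Directions over the panels went as the paper gives them, with 42 of 44 in Fig. 4C less translated in activated T_Foxp3+_ cells.

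Foxo3 is called more translated in activated T_Foxp3+_ cells by the paper, and here it did not pass (1.98, adjusted p = 0.389). Log ratios of array pairs (adjusted p = 0.046), the covariance model (2.09, adjusted p = 0.0201), with or without its filters, and the fit without array 12 (3.20, adjusted p = 0.106) called it. Both paired settings take consecutive arrays as pairs, which the labels do not give, and over 16 possible pairings the covariance model called Foxo3 in 9 and not in 7 (0.68 to 2.09, adjusted p from 0.0195 to 0.432). The fold, 3.94, was within 1.5 times of the paper's 4, as it was in 21 of 25 alternatives. It was not without array 9 (7.89), 10 (1.69), 11 (1.96) or 12 (9.19).

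Anapc4 is called less translated in activated T_Foxp3+_ cells by the paper, and here its translational difference was −1.22 (adjusted p = 0.252), while its polysome-associated difference of −1.37 passed (adjusted p = 0.0272). Log ratios of array pairs (adjusted p = 0.118), the covariance model (−1.18, adjusted p = 0.0646, and called in 16 of 16 pairings), with or without its filters, and the fits without array 10 (−1.79, adjusted p = 0.0646) or 11 (−1.64, adjusted p = 0.128) called it.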

Other observations

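Activated T_Foxp3+_ cells held less mRNA for cytokines in polysomes than activated T_Foxp3−_ cells. Of 22 effector cytokines 1 was higher and 16 lower (1 and 16 adjusted over the list alone, median −2.02, camera adjusted p = 5.06e-08), with Il4 at −4.37, Tnfsf8 at −3.70 and Csf2 at −3.12. In cytosolic mRNA 1 was higher and 13 lower (1 and 16 alone, median −1.39, adjusted p = 2.44e-07). Machinery for protein synthesis was lower too. Of 49 ribosome biogenesis genes 0 were higher and 22 lower in polysomes (1 and 24 alone, median −1.11, adjusted p = 6.15e-10) and 0 and 23 in cytosolic mRNA (0 and 26 alone, median −0.77, adjusted p = 3.86e-09). Of 29 initiation factors 2 were higher and 14 lower in polysomes (2 and 18 alone, median −0.63, adjusted p = 1.02e-06), among them Eif3a at −2.59 and Eif5b at −1.98, and 0 and 18 in cytosolic mRNA (0 and 18 alone, median −0.81, adjusted p = 2.9e-09). Proteasome genes, 32 measured, were higher for 0 and lower for 12 in polysomes (0 and 16 alone, median −0.79, adjusted p = 1.18e-06) and for 1 and 25 in cytosolic mRNA (1 and 26 alone, median −1.15, adjusted p = 3.68e-13). With an estimated correlation the calls of these 4 lists held in both fractions. After cyclic loess the cytosolic medians were −1.48 for cytokines, −0.43 for ribosome biogenesis, −0.43 for initiation factors and −0.64 for the proteasome.

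Ex vivo, T_Foxp3+_ cells differed in genes of T cell identity. Of 24 regulatory T cell genes 18 were higher and 0 lower in polysomes (23 and 0 alone, median 2.43, adjusted p = 5.31e-34) and 18 and 0 in cytosolic mRNA (21 and 0 alone, median 2.59, adjusted p = 2.49e-31). Of 14 naive T cell genes 0 were higher and 9 lower in polysomes (0 and 11 alone, median −2.10, adjusted p = 5.61e-15) and 0 and 10 in cytosolic mRNA (0 and 12 alone, median −2.11, adjusted p = 4.53e-18), with Lef1 at −3.30, Il7r at −2.45 and Igfbp4 at −2.50 in polysomes. In activated cells naive T cell genes were higher for 2 and lower for 3 in polysomes (2 and 3 alone, median −0.09, or 0.03 after cyclic loess, adjusted p = 0.358). The ex vivo arrays of the subsets differed in the 3′ minus 5′ signal of control probe sets, for actin 4.40 and 4.31 in T_Foxp3+_ against 1.12 and 0.83 in T_Foxp3−_ cells (cytosolic, polysome-associated) and for Gapdh 4.04 and 3.61 against 2.49 and 3.14. This goes with the ex vivo subset comparison, and how far it enters the ex vivo list results here and below was not tested.

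Several other lists in polysomes of activated cells were lower in T_Foxp3+_ cells. Of 71 mitochondrial ribosomal proteins 0 were higher and 24 lower (0 and 26 alone, median −0.44, adjusted p = 3.9e-07), and of 22 cytosolic ribosomal proteins and elongation factors 0 and 13 (0 and 15 alone, median −0.67, adjusted p = 4.14e-07, or adjusted p = 0.0721 with an estimated correlation). Another 62 genes of this cytosolic list were not matched to a measured gene, so its values do not stand for the whole family. Deubiquitinases were higher for 5 and lower for 15 (6 and 19 alone, median −0.56, adjusted p = 0.00499, or adjusted p = 0.063 with an estimated correlation). E2 enzymes, cullins and F-box proteins were higher for 12 and lower for 29 (15 and 29 alone, median −0.29, adjusted p = 0.00347), and chromatin modifiers for 9 and 32 (10 and 32 alone, median −0.30, adjusted p = 0.00166, or adjusted p = 0.212 with an estimated correlation). G1 and S phase regulators were higher for 2 and lower for 8 (3 and 8 alone, median −0.44, adjusted p = 0.00756), anaphase-promoting complex genes for 0 and 5 (0 and 5 alone, median −0.68, adjusted p = 0.0051) and oxidative phosphorylation genes for 4 and 21 (4 and 22 alone, median −0.25, adjusted p = 0.000325, or adjusted p = 0.101 with an estimated correlation). Of 20 mTOR pathway genes 9 were higher and 3 lower (12 and 4 alone, median 0.80, adjusted p = 0.158), Ddit4 at 3.11 among them. T cell activation genes (4 higher, 5 lower, 5 and 7 alone, median 0.12 with a mean of −0.20, adjusted p = 0.388), interferon-stimulated genes (5 and 4, 6 and 5 alone, median 0.34 with a mean of −0.07, adjusted p = 0.928) and integrated stress response genes (4 and 4, 5 and 5 alone, median −0.51, adjusted p = 0.2) did not pass. Cholesterol synthesis genes (4 higher, 6 lower, median −0.76, adjusted p = 0.153), glycolysis genes (2 and 1, median 0.17, adjusted p = 0.664), unfolded protein response genes (1 and 4, 2 and 6 alone, median −0.13, adjusted p = 0.323) and CD8 T and NK cell markers (1 and 0, 1 and 0 alone, median 0.33, adjusted p = 0.485) did not pass either.

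In cytosolic mRNA of activated cells, mitochondrial ribosomal proteins were higher for 1 and lower for 32 (1 and 37 alone, median −0.77, or −0.39 after cyclic loess, adjusted p = 7e-13) and splicing genes for 0 and 17 (1 and 17 alone, median −0.66, or −0.26 after cyclic loess, adjusted p = 1.02e-06). Integrated stress response genes were higher for 0 and lower for 9 (1 and 11 alone, median −0.96, or −0.52 after cyclic loess, adjusted p = 0.000208), with Atf4 at −2.08 and Mthfd2 at −2.20. T cell activation genes were higher for 1 and lower for 7 (2 and 7 alone, median −0.48, or −0.25 after cyclic loess, adjusted p = 0.00787, or adjusted p = 0.0816 with an estimated correlation), Egr2 at −3.61 among them. Oxidative phosphorylation genes were higher for 3 and lower for 22 (4 and 25 alone, median −0.04, or 0.32 after cyclic loess, adjusted p = 0.00347, or adjusted p = 0.168 with an estimated correlation). For 11 CD8 T and NK cell markers 3 were higher and 1 lower (median 0.16, or −0.10 after cyclic loess, adjusted p = 0.66), and for 9 stromal and endothelial markers 1 and 0 (median 0.19, or −0.11 after cyclic loess, adjusted p = 0.577).

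In translation of activated cells, ribosome biogenesis genes were more translated for 4 and less for 4 (8 and 7 alone, median −0.06, adjusted p = 0.499) and splicing genes for 0 and 2 (5 and 7 alone, median −0.27, adjusted p = 0.094). Glycolysis (1 more, 0 less, median 0.60, adjusted p = 0.0366, or adjusted p = 0.212 with an estimated correlation) and integrated stress response genes (1 and 0, median 0.50, adjusted p = 0.0392, or adjusted p = 0.0963 with an estimated correlation) lost their calls with that setting. Ex vivo, limma called 0 genes of any list for differential translation (193 genes in all at an unadjusted p under 0.05).

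In ex vivo arrays, with the same difference in control signal, proteasome genes were higher for 0 and lower for 4 in polysomes of T_Foxp3+_ cells (1 and 11 alone, median −0.53, adjusted p = 3.79e-07) and for 0 and 9 in cytosolic mRNA (1 and 14 alone, median −0.74, adjusted p = 7.66e-09). Splicing genes were higher for 1 and lower for 6 in polysomes (1 and 14 alone, median −0.45, adjusted p = 3.59e-06). Mitosis genes were higher for 5 and lower for 0 in cytosolic mRNA (6 and 0 alone, median 0.24, adjusted p = 0.0137, or adjusted p = 0.143 with an estimated correlation), and interferon-stimulated genes for 0 and 3 (2 and 8 alone, median −0.43, adjusted p = 0.00166).

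Each comparison of 2 arrays against 2 has 3 splits, too few for a share under 0.05. Genes over 3-fold numbered 1779 in polysomes of activated cells against 513 in the highest other split, and 436 against 18 ex vivo. In cytosolic mRNA they numbered 1546 against 467 activated and 444 against 4 ex vivo. Between polysome-associated and cytosolic mRNA they numbered 837 against 309 in activated and 105 against 7 in ex vivo T_Foxp3−_ cells, and 1024 against 696 in activated and 102 against 11 in ex vivo T_Foxp3+_ cells.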
